# Somatic CRISPR tumorigenesis and multiomic analysis reveal a pentose phosphate pathway disruption vulnerability in MPNSTs

**DOI:** 10.1126/sciadv.adu2906

**Published:** 2025-08-13

**Authors:** Gavin R. McGivney, Qierra R. Brockman, Nicholas Borcherding, Amanda Scherer, Adam J. Rauckhorst, Wade R. Gutierrez, Shane R. Solst, Collin D. Heer, Akshaya Warrier, Warren Floyd, David G. Kirsch, Vickie L. Knepper-Adrian, Emily A. Laverty, Grace A. Roughton, Douglas R. Spitz, Eric B. Taylor, Rebecca D. Dodd

## Abstract

Malignant peripheral nerve sheath tumors (MPNSTs) are aggressive and chemo-resistant sarcomas with poor survival rates. Loss of *CDKN2A* or *P53* following NF1 disruption is a key event in MPNST development. Here, we used CRISPR-Cas9 somatic tumorigenesis in mice to identify transcriptomic and metabolomic features distinguishing *CDKN2A*- versus *P53*-deleted MPNSTs. Convergent, multiomic analyses revealed that *CDKN2A*-deleted MPNSTs are especially dependent on the pentose phosphate pathway (PPP) and NADPH metabolism for growth and viability. Disruption of glucose-6-phosphate dehydrogenase (G6PD), the PPP rate-limiting enzyme, slowed *CDKN2A*-deleted MPNST growth and sensitized MPNSTs to standard-of-care chemotherapy. Knockdown of the redox-regulated transcription factor NRF2 slowed MPNST growth and decreased G6PD transcription. Analysis of patient MPNSTs identified a NRF2 gene signature correlating with tumor transformation. Furthermore, G6PD and NRF2 expression in PanCancer TCGA samples correlates with patient survival. This work identifies NRF2-PPP dependency as a targetable vulnerability in these difficult-to-treat MPNSTs, particularly in the *NF1/CDKN2A*-deleted majority.

## INTRODUCTION

Malignant peripheral nerve sheath tumors (MPNSTs) are painful, debilitating sarcomas of the myelinating nerve sheath. Approximately 70% of MPNSTs are unresectable or metastatic at diagnosis, and doxorubicin chemotherapy and radiation remain the standard of care for MPNSTs despite being largely ineffective (*1*, *2*). In patients with neurofibromatosis type 1 tumor predisposition syndrome, MPNSTs arise from plexiform neurofibromas. These benign precursor lesions develop following biallelic loss of the neurofibromin (*NF1*) gene. Transformation into MPNSTs requires secondary genetic disruptions that are frequently observed in the *CDKN2A* and *P53* genes. While *CDKN2A* alterations are the most common (reported at 38 to 80%), a smaller number of MPNSTs have genetic alterations in *P53* (reported at 17 to 50%) (*3*–*7*). Thus, deeper understanding of the *CDKN2A*- and *P53*-deficient MPNST subtypes may provide critically needed insight for developing new therapies.

The *CDKN2A* locus generates two distinct gene products—INK4A (p16) and ARF (p14 in humans and p19 in mice), which control multiple cell cycle pathways. Similarly, *P53* is a canonical cell cycle regulator. While there is substantial cross-talk between the *CDKN2A* and *P53* cell cycle pathways, these tumor suppressors have demonstrated cell cycle–independent roles in the production of and response to reactive oxygen species (ROS). Gene programs regulated by both tumor suppressors include genes induced by the master oxidant-responsive transcription factor NRF2 (*NFE2L2*). These NRF2-regulated ROS response pathways promote cancer cell survival, raising the possibility of metabolic vulnerabilities accompanying loss of *CDKN2A* or *P53*. Metabolic roles of *CDKN2A* and *P53* have been observed independently, but to our knowledge, comparative mechanistic studies have not been reported (*8*–*11*). Moreover, given the high frequency of *CDKN2A* and *P53* disruption in cancer, a deeper understanding of the molecular and biochemical effects of their role in MPNSTs may inform broader cancer mechanisms and potential therapies.

The overall goal of this study was to mechanistically define the distinctive roles of *CDKN2A* and *P53* loss in MPNSTs. To achieve this, we used CRISPR-Cas9 somatic tumorigenesis models of *Nf1*/*Cdkn2a*-deleted and *Nf1/p53*-deleted autochthonous MPNSTs in genetically identical, wild-type mice (*12*–*14*). Transcriptomic analysis of *Nf1/Cdkn2a*-deleted versus *Nf1/p53*-deleted tumor-derived cell lines revealed differential enrichment of multiple metabolic pathways, including for ROS responses. In addition, we conducted parallel metabolomic analysis and subsequent mechanistic molecular-genetic and biochemical tests, which corroborated RNA sequencing (RNA-seq) data. These data demonstrate that compared to *Nf1*/*p53*-deleted MPNSTs, *Nf1/Cdkn2a*-deleted MPNSTs exhibit a greater reliance on the NRF2-regulated ROS defense pathway, the pentose phosphate pathway (PPP). Disrupting the PPP sensitized both *Nf1/Cdkn2a*-deleted and *Nf1/p53*-deleted MPNSTs to standard-of-care chemotherapy. Last, human patient data showed NRF2/PPP gene set enrichment following tumor transformation, underscoring future therapeutic opportunities for metabolic targeting in MPNSTs.

## RESULTS

### Development of in vivo CRISPR-Cas9 models of MPNST tumor suppressor status

Here, we aimed to directly compare the roles of *CDKN2A* and *P53* in MPNST molecular-metabolic programming. To achieve this, we analyzed tumor-derived cell lines from *Nf1*/*Cdkn2a*-deleted or *Nf1*/*p53*-deleted MPNSTs obtained from genetically matched wild-type mice (Fig. 1A). Compared to prior models of MPNST tumorigenesis that have used genetically engineered mouse models, the in vivo somatic tumorigenesis approach applied here offers two key advantages. First, beginning with genetically identical wild-type mice avoids the confounding effects of difficult-to-detect genetic drift within separate genetically modified lines (*15*). Second, this approach is faster and less costly, especially when comparing multiple alleles (*12*). We began by validating an updated CRISPR-Cas9 system for peripheral nerve sheath tumorigenesis in 129 Sv/Jae mice. We used injection of adenovirus-containing cytomegalovirus (CMV)–driven, codon-optimized Cas9 endonuclease and guide RNAs directly into the sciatic nerve of immune-competent, wild-type mice (*16*). In experiments comparing the updated system to the prior model that used Cbh-driven Cas9, we observed similar rates of *Nf1*/*p53*-deleted tumor initiation in 129 Sv/Jae mice (fig. S1A) (*12*).

**Fig. 1.**
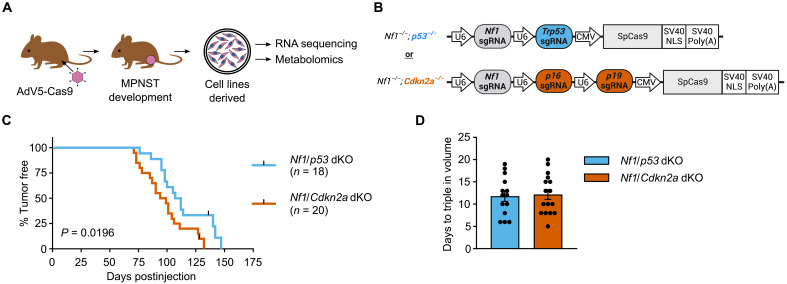
Derivation of primary tumor cell lines for direct comparison of tumor suppressor roles in MPNST. (**A**) Schematic of development of *Nf1*/*p53*-deleted (*Nf1*/*p53* dKO) and *Nf1*/*Cdkn2a*-deleted (*Nf1*/*Cdkn2a* dKO) murine orthotopic CRISPR-Cas9 primary MPNST cell lines for multiomic analysis. Schematic made using artwork from www.vecteezy.com (https://www.vecteezy.com/free-vector/mouse). (**B**) Ad5 CRISPR-Cas9 sgRNA viral constructs injected into sciatic nerve for primary MPNST tumorigenesis (A). Schematic made using Inkscape software. (**C**) Kaplan-Meier curve comparing primary tumor initiation from time of adenovirus injection (day 0) of 129 Sv/Jae murine strain injected with *Nf1*/*p53* AdV5-CMV-Cas9 (*n* = 18 biological replicates) and *Nf1*/*Cdkn2a* AdV5-CMV-Cas9 (*n* = 20 biological replicates). (**D**) Days for tumors [in (C)] to triple in volume postinitiation. Data presented as mean ± SEM. *P* value was determined by log-rank test [in (C)] and two-tailed unpaired *t* test [in (D)].

To begin directly comparing the effects of *p53* versus *Cdkn2a* loss, we next injected *Nf1*/*p53* or *Nf1*/*Cdkn2a*-targeting adenovirus into 129 Sv/Jae mice (Fig. 1B). As an additional step to validate the model, we also tested the tumorigenic constructs in wild-type C57/Bl6 mice. Tumor onset of *Nf1*/*p53*-deleted MPNSTs was similar between 129Sv/Jae and C57/Bl6 mice (fig. S1B) (*14*). Conversely, 129Sv/Jae mice developed *Nf1*/*Cdkn2a*-deleted tumors more quickly than C57/Bl6 mice (Fig 1C and fig. S1, C and D). In contrast to tumor onset, there was no difference in tumor growth rates across genotypes or murine strains, as indicated by the number of days required to triple in volume and day 10 tumor volumes (Fig. 1D and fig. S1, E and F). These data collectively suggest that while the differential loss of these tumor suppressors can influence tumor initiation, it does not affect overall tumor growth rates. Given the historical use of 129 Sv/Jae mice for the CRISPR-Cas9–based somatic tumorigenesis MPNST model and the absence of growth differences between129 Sv/Jae and C57/Bl6 MPNSTs, we continued with 129 Sv/Jae MPNST-derived cell lines for mechanistic studies.

### Transcriptomic analysis identifies global genotype-dependent differential regulation

To investigate differences in transcriptional programming between *Nf1*/*Cdkn2a*- and *Nf1*/*p53*-deleted MPNST cells, we performed RNA-seq on cell lines derived from three independent tumors of each genotype (Fig. 1A). 

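RNA-seq was run on 18 libraries, from 3 cultures of each of 6 cell lines, with 3 lines per genotype and each line grown from a separate tumor. The tumors were raised with an adenovirus carrying Cas9 and guide RNAs against *Nf1* and p53 (*Trp53* in the mouse), giving the *Nf1*/*p53* double knockout (dKO), or against *Nf1* and *Cdkn2a*, the locus that encodes p16 (INK4A) and p19 (ARF), giving the *Nf1*/*Cdkn2a* dKO. The authors deposited raw read counts per gene and library, without normalization, for 35275 genes listed by mouse Ensembl identifier. Of these, 34490 are in GENCODE M21, an annotation of the genome build GRCm38, which gives the gene positions below, and 11416 had no count in any library. The paper's text names the sequencing company and DESeq2, but not the aligner, the counting tool or the genome build. Its statistics section states 2 biological replicates per condition, while the legend of Fig. 2 gives 3 cell lines per genotype, each run in triplicate, which is how the libraries were grouped here. Total counts ran from 21155232 to 28312207 per library (median 23384620) in the *Nf1*/*p53* dKO and from 19560535 to 26578049 (median 22974759) in the *Nf1*/*Cdkn2a* dKO. Every 2 cultures of a line differed by more than the sampling noise, with a chi-square per degree of freedom from 3.57 to 29.2, so no library was counted as a repeat of another.

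The 3 cultures of a line share a tumor, and the line was taken as the unit of replication. Their counts were summed, which gave samples of 68166287 to 73065228 counts (median 69361556, n = 3 lines) for the *Nf1*/*p53* dKO and 65206479 to 71760910 (median 67960292, n = 3 lines) for the *Nf1*/*Cdkn2a* dKO. Genes with few counts were removed with edgeR's filterByExpr, libraries were scaled with TMM factors from 0.941 to 1.06, and the genotypes were compared with edgeR's two-sided quasi-likelihood test and Benjamini-Hochberg adjustment. Levels are given as CPM, the counts scaled to the library size after TMM, mean ± SD over the 3 lines of a genotype, and a positive log2 fold change is higher expression in the *Nf1*/*Cdkn2a* dKO. The standard error of a log2 fold change is its absolute value divided by the square root of the test's F statistic. An exact permutation test of 3 lines against 3 cannot give a p under 0.1, so the p-values of single genes come from the edgeR model, which shares the spread between genes. Within a genotype, a median of 75.6% of a gene's variance in log2 CPM lay between lines and the rest between cultures. By genotype it was 83.2% in the *Nf1*/*p53* dKO and 54.8% in the *Nf1*/*Cdkn2a* dKO. All 3 shares cover the 15207 genes tested. The choices that could change the numbers are the unit of replication, the test, the normalization, the filter on low counts and each single line.

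Of the targeted genes, *Trp53* (chromosome 11, 69580359 to 69591873) had 94.1, 67.5 and 58.7 CPM in the 3 *Nf1*/*p53* dKO lines and 247, 246 and 185 CPM in the 3 *Nf1*/*Cdkn2a* dKO lines, a log2 fold change of 1.62 (standard error 0.23, adjusted p = 0.0361 from edgeR). Leaving out 1 line at a time kept it between 1.49 and 1.84, with an adjusted p under 0.05 only without *Nf1*/*p53* line 1 (0.0436) and of up to 0.124 otherwise. *Nf1* (chromosome 11, 79339693 to 79581612), targeted in both genotypes, had 70.0, 33.5 and 27.7 CPM against 12.7, 38.3 and 16.2 CPM, which overlap. *Cdkn2a* (chromosome 4, 89274471 to 89294653) had 363, 279 and 42.9 CPM in the *Nf1*/*p53* dKO lines and 169, 392 and 285 CPM in the *Nf1*/*Cdkn2a* dKO lines, a log2 fold change of 0.30 (standard error 0.71, adjusted p = 0.83) that turned to −0.18 without *Nf1*/*p53* line 3. Its count adds the reads of the p16 and p19 transcripts and does not read out the sequence at the guides' targets. Its neighbor *Cdkn2b*, which was not targeted, had 34.1 ± 24.3 against 66.9 ± 2.93 CPM (log2 fold change 0.97, standard error 0.67, adjusted p = 0.437). The log2 fold change of *Cdkn2b* ran from 0.48 to 1.37 with 1 line left out. Over all alternatives its adjusted p ran from 0.0205 to 0.582, the lowest from limma-voom with the line as a random effect.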

Expression analysis identified that 7143 transcripts were differentially expressed (adjusted *P* < 0.05) between the two genotypes. 

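The test covered 15207 genes. At an adjusted p under 0.05, 274 were differentially expressed, with 97 higher and 177 lower in the *Nf1*/*Cdkn2a* dKO, and 3400 genes had an unadjusted p under 0.05. In each of the 274 genes, the 3 lines of one genotype all lay above the 3 of the other. Over all tested genes this held for 4769 (31.4%), where chance gives 10%. Entering the 18 cultures as separate samples moved the count most. DESeq2 then called 7171 genes (3092 higher and 4079 lower), among them all 274, and edgeR called 6096. In simulated counts with the measured spread between lines and cultures but no effect of genotype, DESeq2 on the 18 cultures called 2875 of 15207 genes, and DESeq2 on the 6 summed lines called 47. Leaving out 1 line at a time gave from 0 genes (2668 with an unadjusted p under 0.05), without *Nf1*/*Cdkn2a* line 1, to 172 genes, without *Nf1*/*p53* line 1.

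Among the called genes with a mean normalized count of at least 100, the 5 largest increases were in *Epha5* (log2 fold change 6.76, standard error 0.98, adjusted p = 0.0388), *Mmp10* (6.33), *Laptm5* (5.76), *Esam* (5.50) and *Tuba8* (4.86). The 5 genes with the lowest fitted log2 fold changes had a count of 3 or less in every *Nf1*/*Cdkn2a* dKO culture, so their folds are known only as bounds and they are not shown to be the 5 largest decreases. Set against that floor, the level in the *Nf1*/*Cdkn2a* dKO was at least 205-fold lower for *Myf5* (adjusted p = 0.00672), at least 111-fold lower for *Irx2*, at least 98.1-fold lower for *Hoxa11*, at least 85.6-fold lower for *Hoxa11os* and at least 31.3-fold lower for *St8sia2*. *Cdh15*, named after its values were seen and counted in both genotypes, had a log2 fold change of −7.76 (adjusted p = 0.0191). *Hoxa11* (chromosome 6, 52242106 to 52245810) and *Hoxa11os* (chromosome 6, 52244393 to 52249799) overlap on opposite strands, and their counts are uncertain because the counting is not stated to use the strand.

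**Figure D1:**
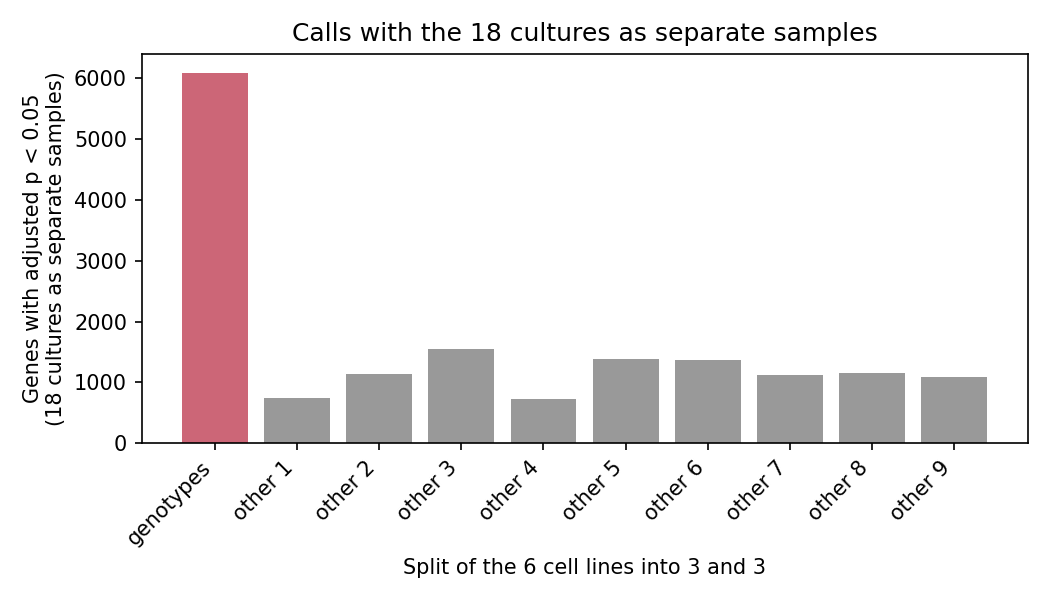
Number of genes with an adjusted p under 0.05 from edgeR (y axis) when the 18 cultures enter as separate samples and the 6 lines are split into 3 and 3 (x axis). The red bar is the split by genotype, with 6096 genes, and the gray bars are the 9 other splits, with 721 to 1556 genes. The gray splits have lines of both genotypes on each side, so they are no baseline without an effect of genotype. In simulated counts without that effect, the same fit called 2193 of 13136 genes.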

Gene set enrichment analysis (GSEA) demonstrated that *Nf1*/*p53*-deleted tumors were enriched for targets of E2F, a transcription factor downstream of the INK4A-retinoblastoma (RB1) tumor suppressor pathway (Fig. 2A). Similarly, *Nf1/Cdkn2a*-deleted tumors were enriched for genes in the p53 pathway, which is still intact in these tumors. These findings were complemented by leading edge analysis, which reports the core subset of transcripts contributing to the gene set’s enrichment signal (*17*). This analysis demonstrated that *Nf1*/*Cdkn2a*-deleted tumors were enriched in gene ontology pathways involved in “metabolism” and “p53/DNA damage” (Fig. 2B). In contrast, genes overrepresented in *Nf1*/*p53*-deleted cells included pathways such as “E2F cell cycle,” “DNA repair,” and “development.” 

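The gene sets of the paper's GSEA were not used here. In their place, 9 fixed lists of genes were tested with camera, a test of whether a list's genes rank apart from the other genes, on the fit to the 6 lines, with a preset correlation between genes of 0.01, two-sided and adjusted over the 9 lists. A list of 30 E2F targets of DNA replication and the cell cycle had a median log2 fold change of −0.44 (adjusted p = 9.40e-04 from camera), with 27 genes lower and 3 higher in the *Nf1*/*Cdkn2a* dKO. For 16 of them the 3 lines of each genotype did not overlap. No gene passed an adjusted p of 0.05 over all genes tested, and 0 did when adjusted over the list alone, with 11 at an unadjusted p under 0.05. The median stayed between −0.51 and −0.27 when any 1 line was left out. The largest decrease was in *E2f2*, with a log2 fold change of −3.15 that fell to −1.06 without *Nf1*/*p53* line 3, where *E2f2* was at 75.6 CPM against 9.51 and 4.58 CPM in the other *Nf1*/*p53* dKO lines. *Ccne1* had the largest increase (0.19). Under fry, a rotation test on the same fit, the calls held for the lists of p53 targets, Fig. 2C genes, NRF2 targets, PPP genes and interferon-stimulated genes (adjusted p from 4.96e-04 to 0.0494) but not for E2F targets (0.0751) or G_2_M genes (0.236). With the correlation between genes estimated from the data, only the call for p53 targets held (0.0143), and the adjusted p of the E2F targets rose to 0.398, the highest of their alternatives, against 5.38e-06 at the lowest.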

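A list of 30 p53 target genes had a median log2 fold change of 0.87 (adjusted p = 8.53e-11 from camera), with 23 genes higher and 7 lower in the *Nf1*/*Cdkn2a* dKO, and the median stayed between 0.71 and 0.93 with each line left out in turn. Of these genes, 7 were differentially expressed over all genes tested and 16 when adjusted over the list alone, and in 19 the lines of the genotypes did not overlap. *Dcxr* had the largest increase, from 2.24 ± 0.201 to 12.9 ± 2.97 CPM (n = 3 lines each; log2 fold change 2.52, standard error 0.28, adjusted p = 0.0248 from edgeR). *Gdf15* had the largest decrease (log2 fold change −1.50, standard error 0.39, adjusted p = 0.0923). Chosen after their values were seen, *Ccng1* and *Mdm2*, 2 further members of the list, rose by log2 fold changes of 2.52 (standard error 0.26, adjusted p = 0.0210) and 1.56 (standard error 0.15, adjusted p = 0.0198).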

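Of metabolic genes beyond the PPP and redox genes, the fixed lists held 59 nuclear genes of the respiratory complexes I to IV. This list did not stand apart at an adjusted p under 0.05, with a median log2 fold change of −0.13 (adjusted p = 0.0862 from camera), 40 genes lower and 19 higher in the *Nf1*/*Cdkn2a* dKO (52 and 7 on CPM of the raw total, a scaling chosen after seeing the values), and no gene called (0 when adjusted over the list alone, 11 at an unadjusted p under 0.05). Its genes ran from *Ndufs5* (−1.56, and −2.01 to −0.35 with 1 line left out) to *Cox4i1* (0.50). The median depended on *Nf1*/*p53* line 3, without which it was −0.0015 (adjusted p = 0.879), and with at least 10 counts required in every line it was −0.14 (adjusted p = 0.0266). Over all alternatives the adjusted p ran from 0.0171 to 0.879.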

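Beside the E2F targets, a list of 54 genes of the G_2_ and M phases of the cell cycle had a median log2 fold change of −0.35 (adjusted p = 0.00153 from camera), with 45 genes lower in the *Nf1*/*Cdkn2a* dKO and 9 higher. No gene was called over all genes tested, and 0 when adjusted over the list alone, with 17 at an unadjusted p under 0.05. A single line carried much of this difference. Without *Nf1*/*p53* line 3 the median was −0.053 (adjusted p = 0.263), and without *Nf1*/*Cdkn2a* line 2 it was −0.25 (adjusted p = 0.0695), and the adjusted p ran from 7.53e-06 to 0.588 over all alternatives. *Smc4* had the largest decrease, from 439 ± 171 to 204 ± 29.9 CPM (n = 3 lines each; log2 fold change −1.10, standard error 0.29, adjusted p = 0.0962 from edgeR), and *Psrc1* the largest increase (0.76, adjusted p = 0.552).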

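For immune genes, 2 lists were tested. Of 25 interferon-stimulated genes, 24 had enough counts, and 22 of these were lower in the *Nf1*/*Cdkn2a* dKO, with a median log2 fold change of −2.26 (adjusted p = 2.03e-11 from camera) that stayed between −2.90 and −1.83 with each line left out in turn. In 17 of them the lines of the genotypes did not overlap, 16 passed when adjusted over the list alone, and 1 over all genes tested, *Oasl2* (log2 fold change −3.70, standard error 0.62, adjusted p = 0.0465 from edgeR), which was named after its value was seen. *Oas1a*, with 3 counts or fewer in every *Nf1*/*Cdkn2a* dKO culture, was at least 8.59-fold lower there, and *Ifit2* was the highest of the list (0.49). Of 25 genes induced through TNF-α and NF-κB, 24 had enough counts, with 16 lower and 8 higher in the *Nf1*/*Cdkn2a* dKO and a median log2 fold change of −0.44, and the list did not stand apart (adjusted p = 0.353). Its genes ran from *Bcl3* (−2.51, adjusted p = 0.131) to *Ptgs2*, which rose from 137 ± 97.7 to 2295 ± 900.1 CPM (n = 3 lines each; log2 fold change 4.06, standard error 0.81, adjusted p = 0.0597). The log2 fold change of *Bcl3* ran from −2.93 to −1.15 with 1 line left out. No gene of this list was called over all genes tested (1 when adjusted over the list alone, 10 at an unadjusted p under 0.05).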

Differential enrichment of immune-specific pathways occurred in both *Nf1*/*p53*-deleted and *Nf1*/*Cdkn2a*-deleted tumors. 

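The 17 genes shown in Fig. 2C, from the hallmark ROS gene set, were all higher in the *Nf1*/*Cdkn2a* dKO. Their median log2 fold change was 0.65 (adjusted p = 6.21e-09 from camera) and stayed between 0.57 and 0.76 with each line left out in turn. The paper's legend gives them as the top enriched genes of a larger set, so the study chose them on the same libraries, and neither their shared direction nor this p nor the counts that follow are independent evidence. In 15 of them the lines of the genotypes did not overlap. Over all genes tested 1 was differentially expressed, and 11 passed when adjusted over the list alone. The called gene was *Glrx* (glutaredoxin; chromosome 13, 75839868 to 75850154), at 14.8 ± 3.65 against 38.0 ± 2.32 CPM (n = 3 lines each; log2 fold change 1.36, standard error 0.21, adjusted p = 0.0451 from edgeR). With 1 line left out its log2 fold change was 1.21 to 1.57, with an adjusted p under 0.05 only without *Nf1*/*p53* line 3 (0.0380). *Nqo1* rose most, from 40.2 ± 12.4 to 143 ± 52.8 CPM (log2 fold change 1.83, standard error 0.34, adjusted p = 0.0522), and passed the threshold when no gene was filtered out (0.0358), with an adjusted p from 7.19e-18 to 0.144 over all alternatives. *Sod1* rose least (0.38, adjusted p = 0.199). The reads of *Ftl1* are uncertain, since *Ftl1-ps1* is a near copy of it, counted separately.

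Fig. 2C gives the rank metric of GSEA, whose default is the difference between the genotype means over the sum of their SDs, each SD at least 0.2 of its mean. Computed over 9 cultures against 9 on counts divided by DESeq2's size factors, it had a median of 0.935 over the 17 genes, the highest being *Glrx* (2.11), *Pdlim1* (1.77) and *Nqo1* (1.74) and the lowest *Atox1* (0.656), *Sod1* (0.637) and *Glrx2* (0.631). *Glrx2* stood at 31.0 CPM in culture 2 of *Nf1*/*Cdkn2a* line 3, with the next culture at 26.2 CPM. Taking log2 CPM in place of counts moved the median most, to 0.223.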

Of particular interest was the enrichment of ROS genes in *Nf1*/*Cdkn2a*-deleted tumors relative to *Nf1*/*p53*-deleted (Fig. 2C). Notably, increased expression of several ROS hallmark genes involved in antioxidant response—*Idh1*, *Nfe2l2* (NRF2), and *Glrx*—were validated by reverse transcription quantitative polymerase chain reaction (RT-qPCR) in both tumor-derived cell lines and whole tumor lysates (Fig. 2, D and E). These findings suggest that many hallmark cancer pathways are differentially regulated by loss of *CDKN2A* versus *P53* in MPNSTs.

**Fig. 2.**
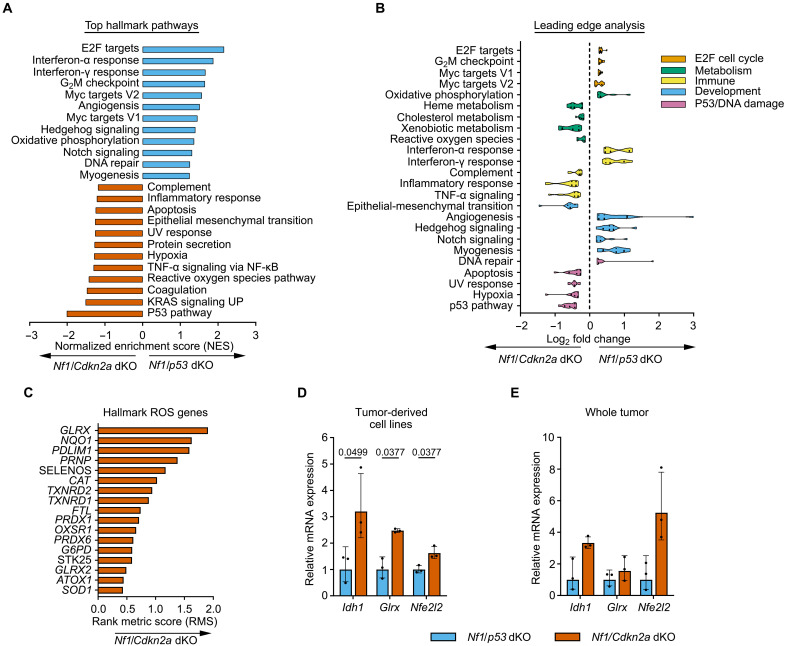
Differential tumor suppressor loss alters transcriptomes of MPNST. (**A**) RNA-seq analysis of primary cell lines: GSEA pathway enrichment analysis, top cancer hallmark pathways, (blue) *Nf1*/*p53* dKO (*n* = 3) versus (red) *Nf1*/*Cdkn2a* dKO (*n* = 3), each cell line run in triplicate. (**B**) Leading edge analysis of RNA-seq data. UV, ultraviolet; TNF-α, tumor necrosis factor–α; NF-κB, nuclear factor κB. (**C**) Top enriched genes in GSEA hallmark ROS gene set in *Nf1*/*Cdkn2a* dKO cell lines (*n* = 3). (**D** and **E**) RT-qPCR validation of RNA-seq (D) tumor-derived cell lines, *Nf1*/*p53* dKO (*n* = 3) and *Nf1*/*Cdkn2a* dKO (*n* = 3), and (E) whole tumor lysates, *Nf1*/*p53* dKO (*n* = 3) and *Nf1*/*Cdkn2a* dKO (*n* = 3). Data presented as geometric mean and geometric SD [in (D) and (E)], multiple unpaired *t* tests followed by Holm-Sidak correction [in (D) and (E)]. *P* = 0.05.

### Multiomic analysis identifies unique therapeutic vulnerabilities in MPNSTs

Given the strong differential enrichment of metabolic and antioxidant pathways in RNA-seq data, the known importance of metabolism to tumor biology, and that metabolism cannot be directly observed via RNA-seq, we used metabolomics. We used both gas chromatography– and liquid chromatography–mass spectrometry (GC-MS and LC-MS) metabolomic profiling to examine relative metabolite abundances of *Nf1*/*Cdkn2a*-deleted and *Nf1*/*p53*-deleted MPNST cell lines derived from three independent tumors of each genotype. Unsupervised clustering heatmap analysis showed strong genotypic-specific differences in metabolism (Fig. 3A). Notably, 76 of the 141 metabolites identified were present at significantly different levels between the two genotypes. These metabolites represent multiple major metabolic pathways, including glycolysis, tricarboxylic acid cycle intermediates, essential and nonessential amino acids, and ribonucleotide synthesis (figs. S2 to S4 and data S1).

**Fig. 3.**
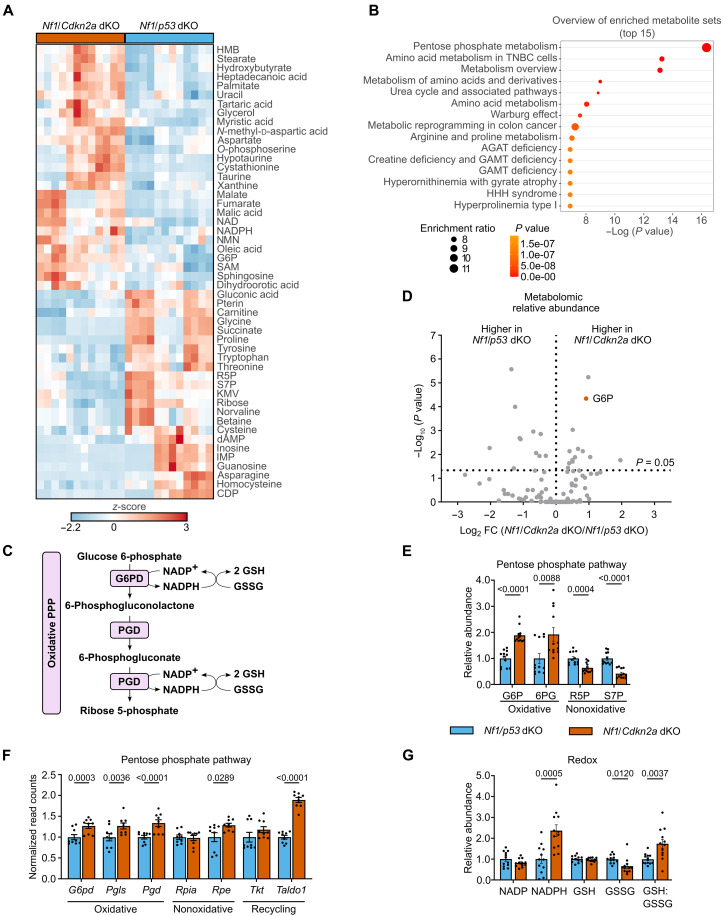
Loss of *Cdkn2a* results in enrichment of the PPP. (**A**) GC and LC metabolomics unsupervised clustered heatmap, scaling (*z*-score). IMP, inosine monophosphate; CDP, cytidine diphosphate; HMB, beta-hydroxy-beta-methylbutyrate; NMN, β-nicotinamide mononucleotide. (**B**) GC and LC metabolomics enriched metabolite set analysis. (**C**) Schematic of oxidative PPP:G6PD (glucose-6-phosphate dehydrogenase), PGLS (6-phosphogluconolactonase), PGD (6-phosphogluconate dehydrogenase), NADP^+^ (oxidized nicotinamide adenine dinucleotide phosphate), NADPH (reduced nicotinamide adenine dinucleotide phosphate), GSH (reduced glutathione), and GSSG (glutathione disulfide). TNBC, triple-negative breast cancer; AGAT, L-arginine:glycine amidinotransferase; GAMT, Guanidinoacetate methyltransferase; HHH, hyperornithinemia-hyperammonemia-homocitrullinuria. (**D**) Volcano plot showing interaction of fold changes (FC) and *P* values of metabolites, fold changes represent *Nf1*/*Cdkn2a* dKO mean relative to *Nf1*/*p53* dKO mean for each metabolite, G6P (glucose 6-phosphate), *P* = 0.05 indicated by a dotted line. (**E** and **G**) PPP and redox metabolites relative abundance, normalized to *Nf1*/*p53* dKO average for each metabolite. 6PG, 6-phosphogluconate; R5P, ribose 5-phosphate; S7P, sedoheptulose 7-phosphate; NADP, oxidized nicotinamide adenine dinucleotide phosphate. (**F**) PPP transcripts, RNA-seq read count values normalized to *Nf1*/*p53* dKO average for each transcript. *Nf1*/*p53* dKO (*n* = 3) and *Nf1*/*Cdkn2a* dKO (*n* = 3), each cell line run in quadruplicate (independent samples) [in (A) to (C), (E), and (G)] and triplicate (independent samples) [in (F)]. Data presented as mean ± SEM [in (E) to (G)]. Unpaired *t* tests [in (E) and (G)]. Adjusted *P* values were determined by differential expression analysis followed by Benjamini and Hochberg’s approach for false discovery rate (FDR) [in (F)]. *P* = 0.05.

We further analyzed this dataset using quantitative metabolite set enrichment analysis. The most differentially enriched metabolite set was the PPP (Fig. 3B). The PPP plays an important role in cancer as a major source of reduced nicotinamide adenine dinucleotide phosphate (NADPH), a critical antioxidant that combats redox stress. NADPH is a central regulator of redox metabolism that supplies hydride to revert glutathione disulfide (GSSG) to reduced glutathione (GSH) and oxidized thioredoxin (TrxS2) to reduced thioredoxin [Trx(SH)_2_]. These processes constitute the major cofactors and reducing equivalents for hydroperoxide metabolic pathways in cancer cells through the activities of glutathione peroxidases and peroxiredoxins (*18*, *19*).

The PPP branches from glycolysis at the point of glucose 6-phosphate (G6P) and produces NADPH (*2*) from the enzymatic reactions of glucose-6-phosphate dehydrogenase (G6PD) and phosphogluconate dehydrogenase (PGD) (Fig. 3C). Corroborating the metabolite set enrichment analysis, secondary analysis of individual PPP metabolites showed that the metabolites G6P, 6-phosphogluconate, and NADPH were elevated in *Nf1/Cdkn2a*-deleted MPNSTs relative to *Nf1*/*p53*-deleted MPNSTs (Fig. 3, D, E, and G). Concordantly, RNA-seq data demonstrated higher expression of *G6pd* and other PPP transcripts in *Nf1*/*Cdkn2a*-deleted relative to *Nf1*/*p53*-deleted MPNSTs (Fig. 3F). 

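All 7 transcripts of Fig. 3F were higher in the *Nf1*/*Cdkn2a* dKO with TMM, and all but *Rpia* on CPM of the raw total, a scaling chosen after seeing the values. With TMM, the median log2 fold change was 0.48 (adjusted p = 0.00281 from camera), and from 0.39 to 0.61 with each line left out in turn. For 3 of them the lines of the genotypes did not overlap, and 1 was differentially expressed both over all genes tested and when adjusted over the list alone. With the correlation between genes estimated from the data, the adjusted p of the list was 0.206, the highest of its alternatives, against 8.35e-05 at the lowest.

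Of the enzymes of the oxidative branch, *Pgd* was at 241 ± 29.9 against 354 ± 63.9 CPM (n = 3 lines each; log2 fold change 0.55, standard error 0.19, adjusted p = 0.155 from edgeR) and *Pgls* at 74.0 ± 19.5 against 103 ± 13.6 CPM (0.48, standard error 0.22, adjusted p = 0.268). In the nonoxidative branch, *Rpe* was at 36.1 ± 13.8 against 50.6 ± 3.37 CPM, without overlap between the lines of the genotypes but not called (0.49, adjusted p = 0.393), while the differences in *Tkt* (0.37, adjusted p = 0.494) and *Rpia* (0.10, adjusted p = 0.815) were smaller than the spread between lines. In simulated counts for 6 lines, 0 of 50 genes changed by 0.585 on the log2 scale were called. A missing call is therefore no evidence against differences of this size in the PPP transcripts. The paper sets these transcripts beside higher G6P, 6-phosphogluconate and NADPH and a higher GSH:GSSG ratio, and from these proposes increased activity of the PPP in *Nf1*/*Cdkn2a*-deleted MPNSTs.

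**Figure D2:**
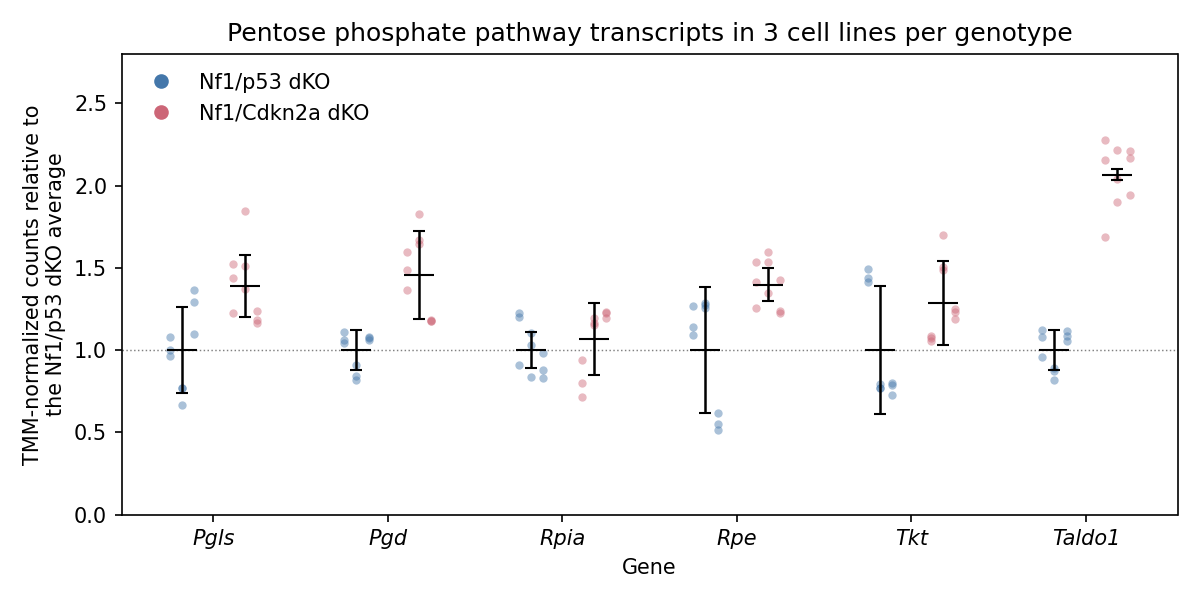
TMM-normalized counts of 6 PPP genes (x axis), divided by the average of the *Nf1*/*p53* dKO (y axis), for *Nf1*/*p53* dKO (blue) and *Nf1*/*Cdkn2a* dKO (red). Each point is a culture, in 3 columns for the 3 lines of a genotype, and the horizontal bar with whiskers is the mean ± SD of the 3 lines. The *Nf1*/*Cdkn2a* dKO means run from 1.07 for *Rpia*, which is at 0.979 on the raw total, to 2.07 for *Taldo1*.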

Elevated levels of *G6pd* in the *Nf1*/*Cdkn2a*-deleted relative to *Nf1*/*p53*-deleted MPNSTs were further validated by RT-qPCR of whole tumor lysates (fig. S5A). Increased relative abundance of NADPH and higher ratio of GSH:GSSG provide further support for increased activity of the PPP (Fig. 3G). Furthermore, we observed increased expression of *Taldo1* transcript (Fig. 3F). 

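*Taldo1* (chromosome 7, 141392199 to 141402968) had 132, 108 and 137 CPM in the *Nf1*/*p53* dKO lines and 259, 258 and 266 CPM in the *Nf1*/*Cdkn2a* dKO lines, with means of 126 ± 15.6 and 261 ± 4.46 CPM (n = 3 lines each). Every *Nf1*/*Cdkn2a* dKO line lay above every *Nf1*/*p53* dKO line, and the log2 fold change was 1.05 (standard error 0.14, adjusted p = 0.0359 from edgeR). With 1 line left out, the log2 fold change stayed between 0.97 and 1.12, while the adjusted p stayed under 0.05 only without *Nf1*/*p53* line 3 (0.0499) and rose to as much as 0.124. The other 102 genes tested within 5 Mb of *Taldo1* had a median log2 fold change of 0.13 (95% interval −0.0075 to 0.25).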

Transaldolase 1 (*Taldo1*) aids in the recycling of nonoxidative PPP intermediates to fructose 6-phosphate, followed by conversion back to G6P. This cycling increases the yield from precursor glucose to efficiently meet high NADPH demands (*20*). Together, these data support the hypothesis that *NF1*/*Cdkn2a*-deleted MPNSTs up-regulated the PPP to enhance NADPH production relative to *Nf1*/*p53*-deleted MPNSTs.

### Loss of *Cdkn2a* results in PPP dependency

On the basis of these multiomic data, we hypothesized that PPP inhibition would decrease viability of *Nf1*/*Cdkn2a*-deleted MPNSTs more than *Nf1*/*p53*-deleted MPNSTs. To test this, we treated *Nf1*/*Cdkn2a*-deleted (*n* = 3) and *Nf1*/*p53*-deleted (*n* = 3) MPNST cells with the G6PD inhibitor dehydroepiandrosterone (DHEA) for 48 hours. The average median inhibitory concentration (IC_50_) for *Nf1*/*Cdkn2a*-deleted cells was >50% less than the average IC_50_ for *Nf1*/*p53*-deleted cells (mean IC_50_s of 104 μM versus 235 μM, respectively) (Fig. 4A and fig. S5B). Clonogenic assays also showed that *Nf1*/*Cdkn2a*-deleted MPNST cells were more sensitive to DHEA treatment (Fig. 4B). To complement these pharmacological tests, we genetically targeted *G6pd* with small interfering RNA (siRNA) (Fig. 4C). G6PD knockdown slowed the growth of both genotypes, with a markedly stronger effect in *Nf1*/*Cdkn2a*-deleted cells (Fig. 4D). Supplementation of the thiol antioxidant *N*-acetyl-l-cysteine (NAC) rescued the effects of G6PD knockdown in *Nf1*/*Cdkn2a*-deleted cells, consistent with rescue of oxidative stress caused by PPP disruption (Fig. 4E). Together, these data support the hypothesis that *Nf1*/*Cdkn2a*-deleted MPNSTs are uniquely more sensitive to PPP disruption.

**Fig. 4.**
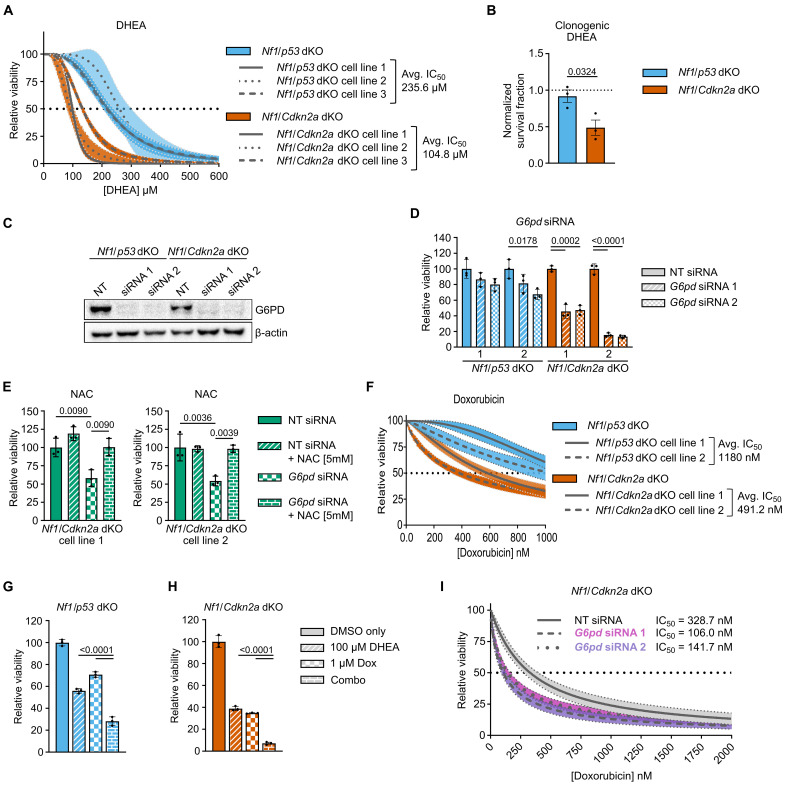
Loss of Cdkn2a results in increased vulnerability to PPP inhibition. (**A**) Representative dose-response curves of *Nf1*/*p53* dKO (*n* = 3) and *Nf1*/*Cdkn2a* dKO (*n* = 3) cell lines treated with DHEA for 48 hours. (**B**) Clonogenic survival assay post-DHEA (75 μM) treatment, each data point is the average of one cell line in triplicate, *n* = 3 per genotype, each cell line normalized to its own DMSO control. (**C**) Western blot of *Nf1*/*p53* dKO and *Nf1*/*Cdkn2a* dKO cell lines 72 hours posttransfection *G6pdx* targeted siRNA transfection, β-actin used as loading control. (**D**) Representative relative viability of cell lines 96 hours post-*G6pdx* targeted siRNA transfection. NT, nontargeting. (**E**) Representative relative viability of *Nf1*/*Cdkn2a* dKO cell lines 72 hours posttransfection with *G6pdx* targeted siRNA +/− 5 mM NAC. (**F**) Representative doxorubicin IC_50_ curves, *Nf1*/*p53* dKO (*n* = 2) and *Nf1*/*Cdkn2a* dKO (*n* = 2) cell lines treated for 48 hours. (**G** and **H**) Representative relative viability of (G) *Nf1*/*p53* dKO and (H) *Nf1*/*Cdkn2a* dKO treated with 100 μM DHEA, 1 μM Dox (doxorubicin), or combination for 48 hours. (**I**) Representative dose-response curves of *Nf1*/*Cdkn2a* dKO cells transfected with *G6pdx* targeted siRNAs and treated with doxorubicin 72 hours posttransfection for 48 hours. Curves fitted using nonlinear regression, option [inhibitor] vs normalized response-variable slope in GraphPad Prism. Shaded areas represent 95% confidence intervals [in (A), (F), and (I)], independently derived (different tumors) primary cell lines within each genotype represented by line patterns [in (A) and (F)], representing specific siRNA treatments [in (I)]. Genotype average IC_50_ and individual cell line IC_50_s denoted in (A), (E), and (I), IC_50_ confidence intervals shown in fig. S5 [for (A) and (F)]. Data presented as mean ± SEM, two-tailed unpaired *t* test [in (B)]. Data presented as mean ± SD, one-way analysis of variance (ANOVA) with Holm-Sidak correction [in (D), (E), (G), and (H)]. *P* = 0.05.

MPNSTs are highly resistant to chemotherapy, with patients exhibiting only 25% response when treated with standard-of-care doxorubicin (Adriamycin). The MPNST cell lines showed differential, genotype-specific responses to doxorubicin. Average IC_50_s of doxorubicin in *Nf1*/*Cdkn2a*-deleted cells were ~480 nM, while values for *Nf1*/*p53*-deleted cells were over twofold higher (~1120 nM) (Fig. 4F and fig. S5C). To test whether G6PD inhibition could improve response to chemotherapy, we performed combination treatment studies. Notably, the combination of DHEA and doxorubicin proved to be more efficacious than either agent alone (Fig. 4, G and H). While this effect is more pronounced in *Nf1*/*Cdkn2a*-deleted versus *Nf1*/*p53*-deleted tumors, we note that the doxorubicin/DHEA combination was beneficial in both genotypes. Parallel studies with *G6pd* targeted siRNAs measured sensitization to doxorubicin in both MPNST genotypes. In *Nf1*/*Cdkn2a*-deleted cells, siRNA-induced knockdown of G6PD decreased the IC_50_ of doxorubicin from ~330 to <140 nM (Fig. 4I). In contrast, combining doxorubicin with *G6pd*-targeted siRNAs displayed no additive benefit in *Nf1*/*p53*-deleted cells (fig. S5D). Together, these results suggest that disrupting the PPP is detrimental to cells harboring *CDKN2A* inactivating mutations.

### The NRF2/G6PD axis drives *Nf1/Cdkn2a*-deleted MPNSTs

NRF2 (*NFE2L2*) is a transcription factor and master regulator of oxidant defense that increases expression of G6PD, PGD, and other NADPH-producing enzymes as well as glutathione- and thioredoxin-mediated hydroperoxide metabolic pathways (*21*). In addition, NRF2 has been shown to be negatively regulated by the *CDKN2A* gene product, ARF (*8*). To better understand the mechanism behind increased G6PD activity in *Nf1*/*Cdkn2a*-deleted MPNSTs, we examined our RNA-seq and subsequent RT-qPCR data. These data showed increased *Nfe2l2* transcript levels in *Nf1*/*Cdkn2a*-deleted MPNST cell lines and whole tumor lysates compared to the *Nf1*/*p53*-deleted MPNST cell lines (Fig. 5, A and B). In addition, we validated up-regulation of NRF2 targets by RT-qPCR in whole tumor and primary cell lines, including the redox gene *Txnrd1* (fig. S6, A and B). 

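*Nfe2l2* (chromosome 2, 75675513 to 75704641) had 129, 122 and 131 CPM in the *Nf1*/*p53* dKO lines and 234, 196 and 270 CPM in the *Nf1*/*Cdkn2a* dKO lines, with means of 127 ± 4.46 and 233 ± 37.1 CPM (n = 3 lines each). The lines of the genotypes did not overlap. The log2 fold change was 0.87 (standard error 0.16, adjusted p = 0.0512 from edgeR), just above the threshold over all genes tested. It was 0.76 to 0.99 with 1 line left out, where the adjusted p was 0.0812 to 0.155. The gene passed the threshold with no filter on low counts (0.0491), with DESeq2 on the 6 lines (9.60e-04) and in every fit that took the 18 cultures as separate samples (1.95e-22 with DESeq2, the lowest of its alternatives).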

On the basis of results of G6PD inhibition, we hypothesized that *Nf1*/*Cdkn2a*-deleted cells would be more sensitive to *Nfe2l2* siRNA-mediated knockdown than *Nf1*/*p53*-deleted cells. NRF2 protein and *Nfe2l2* mRNA depletion were confirmed by immunofluorescence microscopy and RT-qPCR, respectively (Fig. 5C and fig. S6C). Similar to G6PD knockdown results, *Nf1*/*Cdkn2a*-deleted MPNST cells were more sensitive to NRF2 knockdown than *Nf1*/*p53*-deleted cells (Fig. 5D). Moreover, treatment with *Nfe2l2* targeting siRNAs also decreased *G6pd* mRNA levels by ~50%, supporting the role of NRF2 in G6PD regulation (Fig. 5E). We next tested combined *Nfe2l2* and *G6pd* siRNA targeted knockdown (Fig. 5F). While dual knockdown decreased growth of all cells more than either siRNA alone, the additive effect was stronger in *Nf1*/*p53*-deleted cells, which were much less affected by knockdown of single genes (Figs. 4D and 5D). These data suggest that an intact NRF2/G6PD axis is essential for normal MPNST viability, with *Nf1*/*Cdkn2a*-deleted cells being more dependent on it than *Nf1*/*p53*-deleted cells (Fig. 5G).

**Fig. 5.**
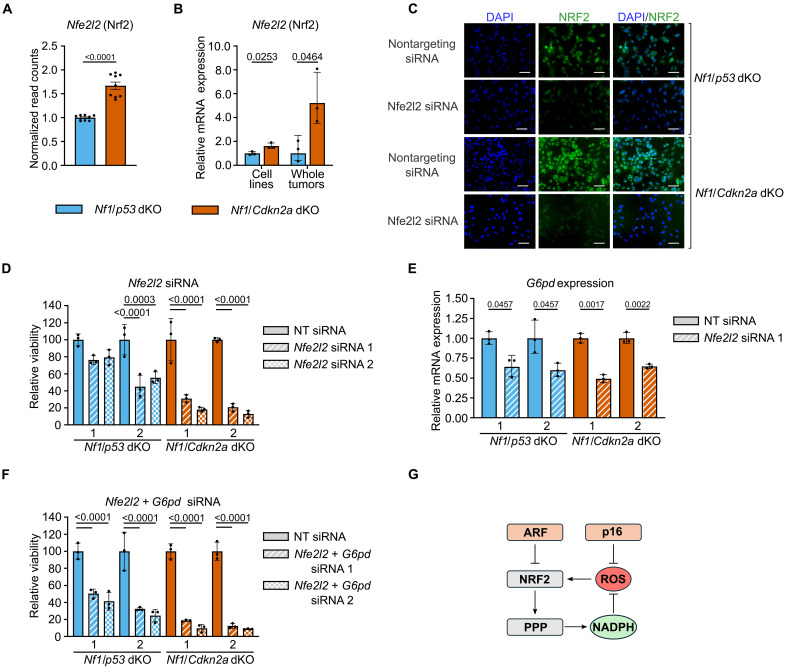
The NRF2/G6PD axis drives *Nf1/Cdkn2a*-deleted MPNST. (**A**) *Nfe2l2* transcript levels, RNA-seq read count values normalized to *Nf1*/*p53* dKO average. (**B**) RT-qPCR *Nfe2l2* transcript levels in *Nf1*/*p53* dKO and *Nf1*/*Cdkn2a* dKO cell lines and whole tumor lysates, normalized to *Nf1*/*p53* dKO average. (**C**) Immunofluorescence validation of NRF2 protein knockdown 72 hours posttransfection with *Nfe2l2* targeted siRNAs, representative images. Scale bars, 25 μm. DAPI, 4′,6-diamidino-2-phenylindole. (**D**) Relative viability of *Nf1*/*p53* dKO and *Nf1*/*Cdkn2a* dKO cell lines 96 hours posttransfection of *Nfe2l2* targeted siRNAs. (**E**) RT-qPCR, *G6pdx* transcript levels in cells 48 hours posttransfection of *Nfe2l2* targeted siRNA. (**F**) Relative viability of *Nf1*/*p53* dKO and *Nf1*/*Cdkn2a* dKO cell lines 96 hours postcombination transfection of *Nfe2l2* and *G6pdx* targeted siRNAs. (**G**) Model schematic of the proposed relationship between *Cdkn2a* gene products, ARF (p19) and p16, and the NRF2/PPP axis in regulating ROS levels in *Nf1*/*Cdkn2a*-deleted MPNSTs. Schematic made using Inkscape software. Data presented as mean ± SD, *Nf1*/*p53* dKO (*n* = 3) and *Nf1*/*Cdkn2a* dKO (*n* = 3), each cell line run in triplicate (independent samples), adjusted *P* values were determined by differential expression analysis followed by Benjamini and Hochberg’s approach for FDR [in (A)]. Data presented as geometric mean and geometric SD, Multiple unpaired *t* tests followed by Holm-Sidak correction [in (B) and (E)]. Data presented as mean ± SD, one-way ANOVA followed by Holm-Sidak correction [in (D) and (F)]. *P* = 0.05.

To further resolve the NRF2-dependent transcriptional program in MPNSTs, we evaluated other members of the NRF2 regulatory module. 

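A list of 25 NRF2 targets, fixed with the other lists, had a median log2 fold change of 0.37 (adjusted p = 0.00221 from camera), with 19 genes higher and 6 lower in the *Nf1*/*Cdkn2a* dKO (15 and 10 on CPM of the raw total, chosen after seeing the values), and stayed between 0.23 and 0.41 with each line left out in turn. It shares 5 genes with Fig. 2C and 4 with the PPP genes, so the 3 lists are not independent. Of its genes, 1 was differentially expressed over all genes tested and 4 when adjusted over the list alone, and in 10 the lines of the genotypes did not overlap. They ran from *Mgst1* (log2 fold change −1.11, standard error 0.79, adjusted p = 0.450 from edgeR) to *Ephx1*, which rose from 16.6 ± 11.3 to 145 ± 59.0 CPM (n = 3 lines each; 3.12, standard error 0.65, adjusted p = 0.0629). The redox gene *Txnrd1* rose from 296 ± 27.4 to 464 ± 34.2 CPM (0.65, standard error 0.14, adjusted p = 0.0686).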

We did not observe differences in mRNA expression of the NRF2 regulatory proteins *Keap1* or *Cul3* between the two genotypes (fig. S6D). However, *Nf1*/*Cdkn2a*-deleted cells demonstrated increased mRNA abundance for the sMAF coactivators *Maff* and *Mafk* (fig. S6E). 

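*Keap1*, the adaptor that binds NRF2 for degradation, had 44.6 ± 12.6 CPM in the *Nf1*/*p53* dKO and 41.6 ± 1.59 CPM in the *Nf1*/*Cdkn2a* dKO (n = 3 lines each; log2 fold change −0.10, standard error 0.21, adjusted p = 0.810 from edgeR). *Cul3*, the scaffold of the same ubiquitin ligase, had 144 ± 43.3 and 152 ± 12.5 CPM (0.075, standard error 0.24, adjusted p = 0.879). Neither difference exceeded the spread between lines, and the direction of both turned over without *Nf1*/*p53* line 3, to 0.16 for *Keap1* and −0.14 for *Cul3*. One *Cul3* value stood apart, 198 CPM in culture 1 of *Nf1*/*Cdkn2a* line 1, with the next culture at 161 CPM. That culture also had the highest chi-squares per degree of freedom against the other cultures of its line (26.5 and 29.2). In simulated counts for 6 lines, 5 of 50 genes changed by 1 on the log2 scale were called, so a smaller difference in either gene would mostly go uncalled.

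**Figure D3:**
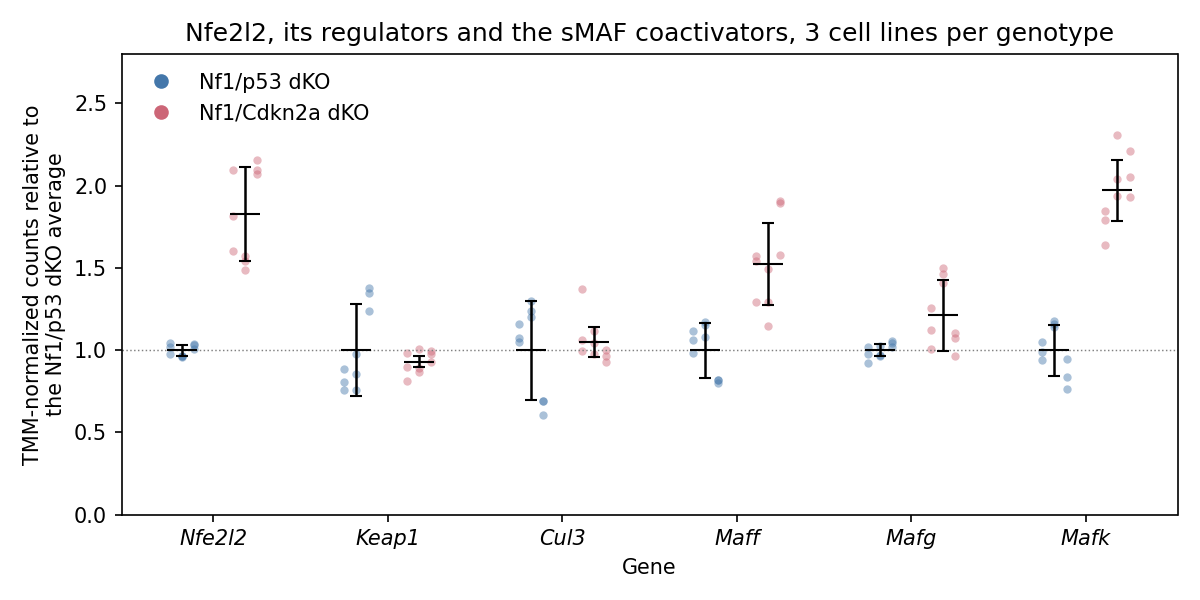
TMM-normalized counts of *Nfe2l2*, *Keap1*, *Cul3* and the sMAF genes *Maff*, *Mafg* and *Mafk* (x axis), divided by the average of the *Nf1*/*p53* dKO (y axis), for *Nf1*/*p53* dKO (blue) and *Nf1*/*Cdkn2a* dKO (red). Each point is a culture, in 3 columns for the 3 lines of a genotype, and the horizontal bar with whiskers is the mean ± SD of the 3 lines. The *Nf1*/*Cdkn2a* dKO means are 1.83 for *Nfe2l2*, 0.929 for *Keap1*, 1.05 for *Cul3* (0.967 on the raw total), 1.52 for *Maff*, 1.21 for *Mafg* and 1.97 for *Mafk*.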

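*Mafk* (chromosome 5, 139791513 to 139802653) was at 29.04 ± 4.48 CPM in the *Nf1*/*p53* dKO and 57.7 ± 5.46 CPM in the *Nf1*/*Cdkn2a* dKO (n = 3 lines each; log2 fold change 0.99, standard error 0.17, adjusted p = 0.0470 from edgeR). It lost the call when any 1 line was left out (0.0718 to 0.144) and when at least 10 counts were required in every line (0.0509), with an adjusted p down to 4.03e-21 in the fits of the 18 cultures. *Maff* (chromosome 15, 79346621 to 79359076) was at 43.9 ± 7.23 against 67.4 ± 10.8 CPM (0.62, standard error 0.19, adjusted p = 0.128) and was called only in the fits with the 18 cultures as separate samples and no effect of the line, with an adjusted p of 2.96e-06 with DESeq2 against up to 0.281 in other fits. *Mafg*, the other gene of the family in fig. S6E, was at 81.7 ± 3.13 against 99.5 ± 17.8 CPM (0.28, standard error 0.16, adjusted p = 0.339). In all 3 genes the lines of the genotypes did not overlap.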

We also examined levels of other canonical NADPH-producing NRF2-regulated enzymes. Of these genes, we observed *Idh1* to have the greatest difference in mRNA levels between the *Nf1*/*Cdkn2a*-deleted and *Nf1*/*p53*-deleted cells (fig. S6F). 

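Among *Idh1*, *Pgd* and *Me1* of fig. S6F, *Idh1* (chromosome 1, 65158616 to 65186500) had the largest log2 fold change, 1.35 (standard error 0.53, adjusted p = 0.204 from edgeR), against 0.28 (standard error 0.18, adjusted p = 0.410) for *Me1*, with *Pgd* between them. This order held with each line left out in turn, where *Idh1* was at 0.96 to 1.9, *Pgd* at 0.43 to 0.69 and *Me1* at 0.15 to 0.43. *Idh1* had 105, 63.8 and 24.1 CPM in the *Nf1*/*p53* dKO lines and 113, 152 and 227 CPM in the *Nf1*/*Cdkn2a* dKO lines, with no overlap between the genotypes. *Me1* was at 107 ± 20.4 against 130 ± 14.7 CPM (n = 3 lines each). The other 34 genes tested within 5 Mb of *Idh1* had a median log2 fold change of 0.25 (95% interval 0.10 to 0.46).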

We hypothesized that knockdown of *Idh1* in *Nf1*/*Cdkn2a*-deleted MPNSTs would have a similar effect on viability as *G6pd* or *Nfe2l2* siRNAs. However, while *Idh1* knockdown significantly decreased viability of *Nf1/Cdkn2a*-deleted cells, the effect was not as robust as *G6pd* or *Nfe2l2* knockdown (fig. S6, G and H). This suggests that IDH1 is not the main source of NADPH production in these tumors. Together, these results further support the vital role of the NRF2/G6PD axis in maintaining redox balance in MPNSTs.

### Patient MPNSTs have an active NRF2/G6PD axis

We next aimed to determine whether there is evidence for NRF2/G6PD axis activation in human sarcomas and other cancers. First, we analyzed data from a published tissue microarray. This unique resource contains patient-matched MPNST progression samples including >20 benign neurofibromas and malignant tumor pairs with transcriptomic data from all patients. We compared the enrichment of gene expression between the aggregate MPNST samples and the benign neurofibromas (MPNST/neurofibroma ratio) (Fig. 6A). In concordance with established tumorigenesis pathways, our dataset showed significant loss of *CDKN2A* in MPNSTs relative to neurofibromas (Fig. 6B, in gray). We also observed up-regulation of NRF2 regulated oxidative PPP enzymes, *G6PD* and *PGD*, in MPNST samples (Fig. 6B, highlighted in purple). Similar to primary murine tumor and tumor-derived cell line data (Fig. 5, A and B), patient MPNSTs showed increased expression of *NFE2L2* (NRF2) (Fig. 6B, in gray). We next examined expression of a previously published NRF2 core target gene set and found that ~80% (48 of 60 genes) were enriched in MPNSTs relative to the neurofibromas (Fig. 6B, in orange). Following these notable results, we subjected human MPNST S462 cells having inactivating mutations in both *CDKN2A* and *P53* to DHEA and doxorubicin to evaluate the translational possibilities of this combination (*22*). Consistent with the mouse cell line results in Fig. 4 (F to H), the doxorubicin/DHEA combination decreased cell growth more than either agent alone (Fig. 6C). To expand the analysis to other sarcomas, we examined a large transcript expression dataset of patient-derived sarcoma cell lines. We identified strong correlations between NRF2 and G6PD expression in multiple sarcoma subtypes, including rhabdomyosarcoma, liposarcoma, synovial sarcoma, and MPNST. Combined, these data suggest the NRF2/G6PD axis may play a role in additional soft tissue sarcoma subsets (Fig. 6D and fig. S7, A to D). Last, we analyzed PanCancer The Cancer Genome Atlas (TCGA) data and observed a strong correlation between poor overall survival and high expression of either *NFE2L2* or *G6PD* (Fig. 6, E and F). Together, these results demonstrate activation of the NRF2/G6PD axis in MPNST development and identify a critical metabolic adaptation that MPNSTs undergo in transformation from a plexiform neurofibroma to an MPNST.

**Fig. 6.**
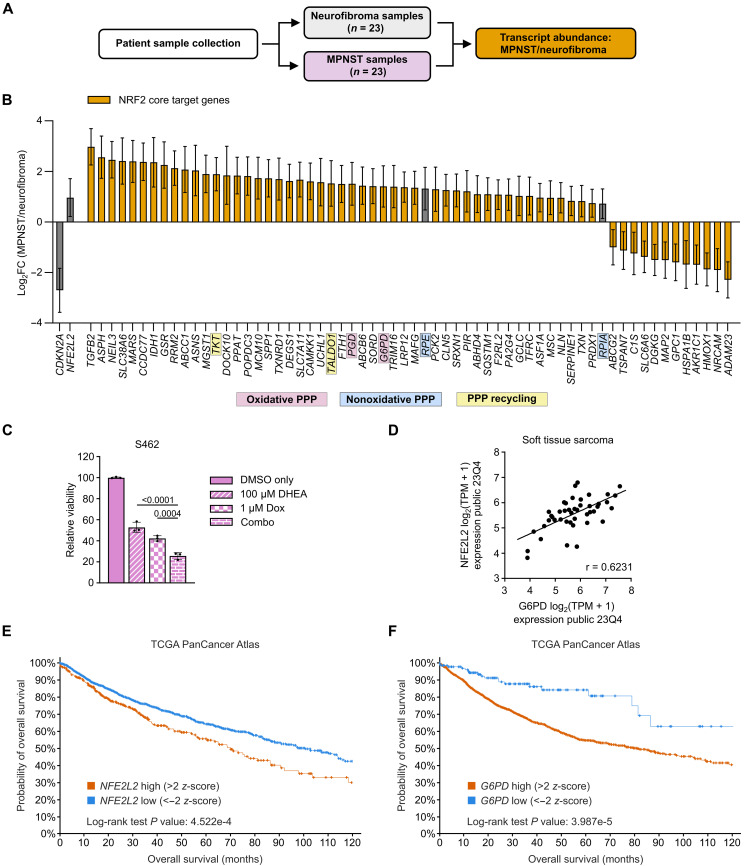
Patient MPNSTs have an active NRF2/G6PD axis. (**A**) Schematic: RNA-seq analysis of patient neurofibromas (*n* = 23) and MPNST (*n* = 23) samples. (**B**) NRF2 core target gene signature in human MPNST/neurofibroma RNA-seq dataset [from (A), NRF2 core target genes (orange), non-NRF2 core target genes (gray), oxidative PPP (highlighted in pink), nonoxidative PPP (highlighted in blue), and PPP recycling (highlighted in yellow)]. (**C**) Human MPNST cell line S462 treated with 100 μM DHEA, 1 μM doxorubicin, or combination for 48 hours. (**D**) *NFE2L2* and *G6PD* mRNA expression in soft tissue sarcoma cell lines. TPM, transcripts per million. (**E** and **F**) TCGA PanCancer Atlas, effect of mRNA expression levels on overall survival, *NFE2L2* high (*n* = 331) and low (*n* = 2426) [in (E)] and *G6PD* high (*n* = 1869) and low (*n* = 134) [in (F)]; high expression groups were determined by a *z*-score of >2, and low expression groups were determined by a *z*-score of <−2 [in (E) and (F)]. Data presented as mean log_2_ fold change ± SD, analyzed by mean MPNST expression compared to mean neurofibroma expression [in (B)]. Data presented as mean ± SD, one-way ANOVA followed by Holm-Sidak correction [in (C)]. Data analyzed using the Broad Cancer Dependency Map Project portal, each data point represents an individual cell line (*n* = 44), Pearson correlation (*r*) [in (D)]. Log-rank tests were conducted in cBioportal [in (E) and (F)]. *P* = 0.05.

## DISCUSSION

Here, we show that MPNSTs harboring *Cdkn2a* or *p53* disruption secondary to loss of *Nf1* exhibit significant global transcriptional and metabolic differences. Multiomic and mechanistic analyses demonstrated a *Cdkn2a* loss–dependent up-regulation and critical metabolic vulnerability for the NRF2/G6PD axis. Moreover, we observe up-regulation of this axis during the transformation from benign neurofibroma to MPNST in human patient samples.

Both *CDKN2A* (INK4A/ARF) and *P53* play important roles in cancer metabolism but, to our knowledge, have not been directly compared. While INK4A canonically affects the RB1 cell cycle pathway, it also plays RB1-independent tumor suppressor roles, including negatively regulating accumulation of ROS and DNA damage (*9*, *10*). ARF, apart from its well-established role in attenuating mouse double minute 2 degradation of p53 (*23*–*25*), has P53-independent roles, including transcriptional repression of NRF2 in response to oxidative stress (*8*). In addition, P53 is known to regulate many metabolic pathways, including both ROS-promoting and ROS-inhibiting pathways (*11*). Despite both *CDKN2A* and *P53* having roles in the regulation of ROS, our data show that the *Cdkn2a*-deficient MPNSTs are more dependent on PPP activity for growth and chemoresistance.

Up-regulation of G6PD, the first and rate-limiting enzyme of the PPP, occurs in multiple cancers and increases NADPH production capacity, thereby playing a central role in protecting cells from ROS (*26*–*30*). In efforts to improve existing therapies, we showed that G6PD knockdown increases sensitivity to chemotherapy, a first-line treatment for metastatic MPNSTs and other soft tissue sarcomas. In addition, we identified greater activation of the upstream redox-regulated transcription factor NRF2 in *Nf1*/*Cdkn2a*-deleted MPNSTs relative to *Nf1*/*p53*-deleted MPNSTs. The transcription factor NRF2 functions as a tumor suppressor under normal physiological conditions by protecting cells from the protumorigenic effects of oxidative stress. However, hyperactivation of NRF2, due to mechanisms such as KEAP1 mutations or elevated NRF2 expression, can benefit cancer cells by protecting them from excessive oxidative stress and therapeutic agents, thereby promoting cancer cell survival (*31*, *32*). NRF2 regulates expression of multiple NADPH-producing enzymes, including G6PD, *PGD*, malic enzyme 1 (*ME1*), and isocitrate dehydrogenase 1 (*IDH1*). While we identified significant up-regulation of *Idh1* mRNA in *Nf1*/*Cdkn2a*-deleted tumors, knockdown of IDH1 had little impact on cell viability. This contrasts with the strong effect of G6PD knockdown in these cells and identifies a specific reliance on PPP-generated NADPH in these tumors. Other groups have reported similar observations in *KRAS* mutant colon cancer cells. In their studies, single and combinational knockouts of *G6PD*, malic enzyme 1, and isocitrate dehydrogenase 1 identify the PPP as the largest contributor to NADPH production, indicating these other enzymes function as “backups” in colon cancer, with little impact on NADPH production (*33*). Overall, our data suggest that not only is the PPP the primary source of NADPH in MPNST cells but that there is minimal supplementary NADPH production from alternative pathways.

Why does *Cdkn2a* loss, compared to *p53* loss, result in greater enrichment of and dependence on the NRF2/PPP axis? Conventionally, KEAP1 regulates NRF2 at the protein level by promoting NRF2 ubiquitination and subsequent proteasomal degradation (*34*). However, ARF can also regulate NRF2 activity by direct binding and sequestration of NRF2 that prevents it from regulating transcriptional programming (*8*, *35*). Therefore, loss of ARF could result in increased NRF2 activity. Similarly, as noted above, loss of INK4A can promote accumulation of ROS, leading to activation of NRF2. Thus, loss of *CDKN2A* promotes up-regulation of NRF2 transcriptional programming. Future studies are needed to distinguish the individual effects of p16 and ARF on NRF2 activity with loss of *CDKN2A*. The regulation of NRF2 by P53 alone is more complex, with potentially offsetting effects on transcript and protein abundance. P53 can decrease NRF2 transcript (*NFE2L2*) levels by inhibiting transcription factor SP1 from binding to its promotor region (*11*). Conversely, P53 can promote NRF2 protein stabilization via activation of p21 (*11*, *36*). In net, this supports the notion that loss of *Cdkn2a* promotes NRF2 transcription and activation, while loss of *P53* does not change or decrease NRF2 activity, creating a measurable difference in the transcriptional and metabolic reprogramming between these two genotypes.

Our results highlight translational opportunities. Patient MPNST samples showed transcriptional up-regulation of the NRF2/G6PD axis relative to benign precursor lesions, neurofibromas. Clinically used NRF2-specific inhibitors are now lacking. Although compounds such as brusatol, retinoic acid, and luteolin have demonstrated NRF2 pathway inhibitory effects, their translational potential is limited by issues such as toxicity, off-target effects, and context-dependent activity, including acting as NRF2 activators in certain settings (*37*). Upon further study and classification of these proposed NRF2 inhibitors, MPNSTs appear to be good candidates for future testing. In addition, as NRF2 is a master regulator, this outlines many potential downstream targets that promote accumulation of ROS when inhibited, including the PPP. Yet, inhibiting G6PD activity in the clinic has proven difficult. While DHEA was originally developed for clinical use, it is no longer used due to toxicities and multiple off-target activities. Recent encouraging progress has reported small-molecule inhibitors of G6PD activity that are being further developed for preclinical use (*38*). Nonetheless, our data suggest that future studies could examine alternative ROS-inducing inhibitors such as the thioredoxin reductase inhibitor, auranofin (*39*), proteosome inhibitors bortezomib and carfilzomib (*40*, *41*), or electron transport chain inhibitor, 2-methoxyestradiol (*42*), to attempt to increase chemotherapy response while lowering cumulative doses and toxicities. Ultimately, these data identify reliance on NADPH metabolism and the NRF2/G6PD axis in MPNSTs that represents a critical metabolic vulnerability for future therapeutic targeting in these aggressive cancers.

Our approach has advantages and limitations. One major advantage is the CRISPR-Cas9 method that delivers adenovirus-containing Cas9 and multiple guide RNAs into the sciatic nerve of mice to generate spatially controlled, autochthonous tumors that faithfully mimic human MPNSTs (*12*). By using this highly controlled system to compare distinct genetic mutations, we can simplify pathway comparisons and minimize confounding genetic events that can occur with previously used genetically engineered mouse models (*43*, *44*). A current limitation of our model is the absence of Cas9-directed induction of primary in vivo neurofibromas to directly compare MPNSTs to the pathological precursor lesion seen in patients with NF1. However, the human RNA-seq dataset provided corroborating insight into the metabolic reprogramming that occurs between the benign and malignant patient tumors. In addition, multiomic analyses were performed on tumor-derived cell lines in lieu of primary whole tumors. Nontransformed cells, including infiltrating fibroblasts and immune cells, do not remain viable during cell line derivatization. This process allowed for direct genetic comparison of the MPNST cells. Future exploration of the transcriptome and metabolome in whole tumors would add additional insight into the role of nontransformed cells on MPNST biology.

In summary, *Nf1*/*Cdkn2a*-deleted MPNSTs have an increased dependency on NADPH, which is met by elevated production through the PPP. Unlike *Nf1*/*Cdkn2a*-deleted MPNSTs, *Nf1*/*p53*-deleted MPNSTs were not as vulnerable to G6PD inhibition. However, G6PD inhibition improved response to chemotherapy in both genotypes. This suggests that single agent inhibition of G6PD may not be as efficacious for both tumor genotypes. Yet, overall, addition of G6PD inhibition to conventional chemotherapy could provide benefits for MPNST treatment and warrants further exploration.

## MATERIALS AND METHODS

### Animals and primary MPNST model development

To engineer CRISPR-Cas9–driven tumor models containing CMV promoters for Cas9, single guide RNAs (sgRNAs) targeting NF1, p16, and p19 (table S1) were assembled together with individual U6 promoters and sgRNA scaffold sequences using the Multiplex CRISPR-Cas9 Assembly System (Addgene, kit #1000000055) (*45*). After assembly into the A1x3 vector, the three sgRNAs were cloned into the Ad5CMVspCas9 shuttle plasmid (University of Iowa Viral Vector Core, #G1272) as a single piece of DNA using traditional restriction enzyme cloning (Cla I and Mlu I sites). Adenoviruses were produced at the University of Iowa Viral Vector Core as previously reported. Before injection, virus was mixed with Dulbecco’s modified Eagle’s medium (DMEM) and calcium phosphate as previously described (*46*). To induce tumorigenesis, 25 μl of prepared virus was injected into the left flank sciatic nerve of wild-type mice. Tumor initiation was declared at a measurable volume of ~150 to 200 mm^3^. Tumors were measured three times per week using a caliper. Tumor volumes were calculated using the formula *V* = (π × *L* × *W* × *H*)/6, with *L*, *W*, and *H* representing the length, width, and height of the tumor in mm, respectively. Tumors were harvested at a terminal size of 1500 mm^3^ or earlier if animals showed signs of distress in accordance with University of Iowa Institutional Animal Care and Use Committee guidelines. Tissue was collected for histology, RNA, and generation of cell lines.

### Derivation of cell lines

As previously published (*14*), tumor tissue was rinsed with 1× phosphate-buffered saline (PBS) and finely minced with dissection scissors in a six-well plate. Five milliliters of dissociation buffer [collagenase type IV (700 U/ml; Gibco, 17104-019) and dispase (65 mg/ml; Gibco, 17105-041)] was added to each well. The plate was incubated at 37°C for 1 hour on an orbital shaker and transferred to tissue culture hood. Tissue slurry was pipetted through a 70-μm cell strainer (Fisherbrand) and collected in a 50-ml conical tube. Cell strainer was washed with 25 ml of 1× PBS and collected in the same 50-ml conical tube. During this wash, the plunger from a 1-ml syringe (BD, 309628) was used to aid in collecting as much material as possible. The filtered suspension was centrifuged, and the supernatant was decanted. Cell pellets were resuspended in DMEM [(Gibco, 11965-092), +10% fetal bovine serum (R&D Systems, S11150), 1% penicillin-streptomycin (Gibco, 15140-122), and 1% sodium pyruvate (Gibco, 11360-070)] and plated in two wells of a six-well plate. Once 80 to 90% confluent, 33% of cells were transferred to a 10-cm dish. Cells were passaged at least 20 times before experimental analyses to ensure pure tumor populations.

### Metabolite extraction

Cell culture plates were washed twice with ice-cold PBS followed by two washes with ice-cold water before being flash frozen using liquid nitrogen. Cell culture plates were lyophilized overnight and then scraped into 1 ml of ice-cold 2:2:1 methanol/acetonitrile/water containing a mixture of internal standards (D4-citric acid, D4-succinic acid, D8-valine, and U13C-labeled glutamine, glutamic acid, lysine, methionine, serine, and tryptophan; Cambridge Isotope Laboratories) to extract metabolites. The mixtures were transferred to a microcentrifuge tube and flash frozen in liquid nitrogen, thawed for 10 min in a water bath sonicator, and rotated for 1 hour at −20°C. Mixtures were centrifuged for 10 min at 21,000*g*, and 300 μl of the cleared metabolite extracts was transferred to autosampler vials and dried using a SpeedVac vacuum concentrator (Thermo Fisher Scientific).

### GC-MS analysis

For GC-MS analysis, dried metabolite extracts were reconstituted in 20 μl of methoxyamine (11.4 mg/ml) in anhydrous pyridine, vortexed for 5 min, and heated for 1 hour at 60°C. Next, 16 μl of *N*,*O*-bis(trimethylsilyl)trifluoroacetamide was added to each sample, which was vortexed for 1 min and heated for 30 min at 60°C (*47*, *48*). One microliter of derivatized sample was injected into a Trace 1300 GC (Thermo Fisher Scientific) fitted with a TraceGold TG-5SilMS column (Thermo Fisher Scientific) operating under the following conditions: split ratio = 20:1, split flow = 24 μl/min, purge flow = 5 ml/min, carrier mode = constant flow, and carrier flow rate = 1.2 ml/min. The GC oven temperature gradient was as follows: 80°C for 3 min, increasing at a rate of 20°C/min to 280°C, and holding at a temperature at 280°C for 8 min. Ion detection was performed by an ISQ 7000 mass spectrometer (Thermo Fisher Scientific) operated from 3.90 to 21.00 min in electron ionization mode (−70 eV) using select ion monitoring.

### LC-MS analysis

For LC-MS (*47*), dried extracts were reconstituted in 20 μl of acetonitrile/water (1:1, v/v), vortexed well, rotated on a rotator in −20°C overnight, and centrifuged, and the supernatant was transferred to LC-MS autosampler vials for analysis. LC-MS data were acquired on a Thermo Q Exactive hybrid quadrupole Orbitrap mass spectrometer with a Vanquish Flex Ultra-High Performance Liquid Chromatography (UHPLC) system or Vanquish Horizon UHPLC system. The LC column used was a Millipore SeQuant ZIC-pHILIC (2.1 mm by 150 mm, 5-μm particle size) with a ZIC-pHILIC guard column (20 mm by 2.1 mm). The injection volume was 2 to 5 μl. The mobile phase comprised buffer A [20 mM (NH_4_)_2_CO_3_ and 0.1% NH_4_OH (v/v)] and buffer B (acetonitrile). The chromatographic gradient was run at a flow rate of 0.150 ml/min as follows: 0- to 21-min linear gradient from 80 to 20% buffer B; 20-to 20.5-min linear gradient from 20 to 80% buffer B; and 20.5- to 28-min hold at 80% buffer B. The MS operated in positive or negative timed single ion monitoring mode with the spray voltage set to 3.0 kV, the heated capillary held at 275°C, and the heated electrospray ionization probe held at 350°C. The sheath gas flow was set to 40 U, the auxiliary gas flow was set to 15 U, and the sweep gas flow was set to 1 U. MS data resolution was set at 70,000 and the automatic gain control target at 1 × 10^−6^ and a maximum injection time of 200 ms.

### GC-MS/LC-MS data analysis

Raw data were analyzed using TraceFinder (4.1 and 5.1) (Thermo Fisher Scientific). Targeted metabolites were identified on the basis of the University of Iowa Metabolomics Core facility standard-confirmed, in-house library defining a target ion and at least one confirming ion and retention time (GC) or accurate mass, retention time, and MS/MS fragmentation pattern when present (LC). For metabolomic profiling, a pooled sample was analyzed at the beginning, at a set interval during, and at the end the analytical run to correct for instrument drift using the NORmalization and EVAluation of Metabolomics

Data (NOREVA) tool (*49*). NOREVA-corrected individual metabolite values (arbitrary units) were then normalized: first, per sample, to the sum of identified metabolite values to control for extraction, derivatization, and/or loading effects; and second, across samples, dividing individual metabolite values by the average of that metabolite in a reference condition to set the reference condition to 1 while preserving error and to render metabolite values by fold of the reference. Metabolomic data are provided in excel sheet format (Data_S1_metabolomics_data), and RAW data files are available at the National Institutes of Health Common Fund’s National Metabolomics Data Repository (NMDR) website, the Metabolomics Workbench (study ID: ST003926, project DOI: http://dx.doi.org/10.21228/M8SG17) (*50*). Further data analysis and visualization was conducted using MetaboAnalyst (https://metaboanalyst.ca/). Heatmap settings were as follows: standardization (autoscale features), distance measure (Euclidean), and clustering method (Ward).

### RNA sequencing

Three primary murine MPNST cell lines of each genotype [*Nf1^−/−^; p53^−/−^* double-knockout (dKO), and *Nf1^−/−^; Cdkn2a^−/−^* dKO] were plated in triplicate (*n* = 3 per cell line) and collected with 500-μl TRIzol reagent (Ambion by Life Technologies, reference #15596018). Samples were purified using a Zymo Research Direct-zol RNA Miniprep kit (catalog no. R2052). After nanodropping, samples with low 260/280 and 260/230 were subjected to a Monarch RNA clean-up kit (50 μg) (catalog no. T2040S). RNA library preparation, transcriptome sequencing, and data analysis were performed by Novogene Co. Ltd. (Beijing, China). Gene expression data has been deposited to the GEO repository (Accession number: GSE275277). GSEA pathway analysis (*17*) was conducted with GSEA Hallmarks.v.7.1 gene sets (https://data.broadinstitute.org/gsea-msigdb/msigdb/release/7.1/h.all.v7.1.symbols.gmt).

### Reverse transcription quantitative polymerase chain reaction

As previously described (*51*), RNA was collected from six-well plated cells with 500-μl TRIzol reagent (Ambion by Life Technologies, reference #15596018). The Bio-Rad iScript cDNA Synthesis Kit (catalog no. 1708891) was used for cDNA production. RT-qPCR was performed with PowerUP Sybr Green 2× master mix (Thermo Fisher Scientific, A25778) per the manufacturer’s instructions on a QuantStudio-7 Flex or QuantStudio-7 Pro machine by the Genomics Division of the Iowa Institute of Human Genetics, University of Iowa. Analysis was performed with QuantStudio Design and Analysis software using the comparative Ct relative to β-actin or B2M RNA expression.

### Clonogenic cell survival

MPNST cells were counted and seeded in 60-mm tissue culture dishes at a density of 75,000 cells. Cells were plated 24 hours before treatment to allow for adherence and reentry to the cell cycle. DHEA treatment (75, 150, or 300 μM) was for 48 hours. Then, cells were trypsinized with 0.25% trypsin-EDTA (1×) (Thermo Fisher Scientific, catalog no. 25200056), collected, counted using a Coulter particle counter, and seeded into six-well tissue culture plates at a range of 200 to 5000 cells. Cells were returned to the incubator for 8 days to allow for colony formation. Colonies were fixed with 70% ethanol, stained with Coomassie Brilliant Blue G-250 (VWR International, CAS: 6104-58-1), and counted if there were >50 cells present. Cell survival for each treatment dose was calculated on the basis of the plating efficiency of the control plates for each cell line.

### siRNA phenotype studies

Similar to previous studies (*51*), transfection efficiency was assessed via flow cytometry following transfection of cells in 96-well plates (CELLSTAR, 655180), with TYE-563 fluor [Integrated DNA Technologies (IDT), 51-01-20-19] using a Jet PRIME transfection kit per the manufacturer’s instructions (101000046). All siRNA constructs were selected from the IDT website. For transfection experiments, cells were transfected with either a nontargeting control construct (50 nM) or constructs targeting *G6pdx* or *Nfe2l2* (single, 50 nM) per the manufacturer’s instructions. For validation of mRNA knockdown of each target, cell plating was scaled for a six-well (CELLSTAR, 657160) format based on a well surface area. Forty-eight hours posttransfection, transcript expression was analyzed via RT-qPCR (see the “Reverse transcription quantitative polymerase chain reaction” section). The 96-well siRNA phenotype studies were analyzed 96 hours posttransfection via Promega CellTiter-Glo (G7572) per the manufacturer’s instructions. For *G6pdx* siRNA phenotype rescue, [5 mM] NAC (Alfa Aesar, A15409, lot: U17G026) was coadministered with transfection of nontargeting or *G6pdx* siRNA. Twenty-four hours posttransfection, media was replaced with media alone or media + [5 mM] NAC. Plates were analyzed at 72 hours posttransfection. One molar stock of NAC was reconstituted fresh on day of use. A total of 0.4896 g of NAC was added to 0.2840 g of sodium bicarbonate (NaHCO_3_) (Thermo Fisher Scientific, S233). Three milliliters of deionized water was slowly added while on a stir plate, and pH was adjusted to 7.0. The final solution was filter-sterilized (0.22 μm) in tissue culture hood and further diluted to desired concentration in media. To analyze via CellTiter-Glo, phenotype experiments were conducted using white opaque 96-well plates (Greiner CELLSTAR, M0187).

### Immunofluorescence

For plating, 4375 cells per well were plated in Lab-Tek II chamber slides (154941). On day 2, cells were transfected with the siRNA constructs. Twenty-four hours posttransfection, media was replaced with fresh media. On day 4, cells were treated for 4 hours with 3 μM proteosome inhibitor (MG132, Cell Signaling, #2194). MG132 was reconstituted in dimethyl sulfoxide (DMSO; Sigma-Aldrich, D2438) and stored at −20°C in 10 mM aliquots. For fixation, media was aspirated off. Cells were then covered in 2 to 3 mm of 4% formaldehyde (Polysciences, #18814 16% formaldehyde) diluted in 1× PBS for 15 min at room temperature. Formaldehyde was then replaced with blocking buffer [1× PBS/5% goat serum (Sigma-Aldrich, #G9023)/0.3% Triton X-100 (Fisher Bioreagents, BP151-500)] for 1 hour at room temperature. Blocking buffer then replaced with primary antibody (Ab; NRF2, Cell Signaling Technology, #12721; 1:200) diluted in Ab dilution buffer [1× PBS/1% bovine serum albumin (Research Products International, #A30075-25.0)/0.3% Triton X-100] and incubated overnight at 4°C. Cells were then washed (three times) in 1× PBS for 5 min each. Cells were incubated for 1 to 2 hours at room temperature in fluorochrome-conjugated secondary Ab (1 μl/ml; goat anti-rabbit 488, Invitrogen, #A11070) diluted in Ab dilution buffer (see above). Cells were washed (three times) in 1× PBS for 5 min each. Slides were cover-slipped with ProLong diamond antifade mountant with 4′,6-diamidino-2-phenylindole (Invitrogen, P36962). Slides were cured overnight at room temperature. Cells were imaged with an inverted Olympus IX83 microscope with a 20× objective (HC PL APO CS2; 0.75 numerical aperture).

### In vitro inhibitor studies

For in vitro chemical inhibitor studies (DHEA, palbociclib, and doxorubicin), cells were plated in 96-well plates (1000 cells per well) (CELLSTAR, 655180 or Greiner CELLSTAR, M0187) and treated with desired chemical inhibitor concentrations. DHEA (dehydroisoandrosterone, Sigma-Aldrich, D4000) was reconstituted fresh for each experimental replicate. Palbociclib hydrochloride (MedChemExpress, #HY-50767A\CS-1327) was reconstituted in water (25 mM aliquoted stocks stored at −80°). Doxorubicin hydrochloride (MedChemExpress, #HY-15142/CS-1239) was reconstituted in water (50 mM aliquoted stocks stored at −80°). Experimental dilutions for chemical inhibitors reconstituted in DMSO were also conducted in DMSO, resulting in equal volumes of DMSO per chemical inhibitor concentration. Cells were treated by palbociclib for 72 hours. Cells were treated by DHEA or doxorubicin (or in combination) for 48 hours. Postdrug treatment, cells were analyzed via resazurin (DHEA and palbociclib) or Promega CellTiter-Glo (doxorubicin or doxorubicin + DHEA). Resazurin (Sigma-Aldrich, R7017) dissolved in PBS (1.5 mg/ml) was added to wells (20 μl per well for 96-well plates), and cells were returned to the tissue culture incubator for 1 to 2 hours before being read on a microplate reader (BioTek Instruments Synergy HT with GEN5 2.01 software) (*52*). Promega CellTiter-Glo (G7572) was added to each well according to the manufacturer’s protocol and returned to the incubator for 30 min before being read on a luminescence plate reader (Molecular Devices SpectraMax i3, Softmax Pro 6.5.1 software).

### Western blots

Cells were washed (two times) with 1× PBS and subsequently lysed with 1× Laemmli sample buffer (Bio-Rad, 1610747) as previously described (*52*). Wells were scraped (Biologix, catalog no. 70-1250), and lysates were transferred to microcentrifuge tubes. Lysates were heated to 95°C for 10 min and then sheared delicately to avoid bubbles with a 25-gauge needle and syringe. Lysates were centrifuged for 20 min at 16,000*g* at room temperature. The supernatant was transferred to new tubes and stored at −80°C. For future uses, samples were thawed on ice and heated to 70°C. Protein quantification was performed using Pierce 660 nM Protein Assay Reagent (Thermo Fisher Scientific, 22660) and neutralizer (G-Biosciences, 786-604) according to the manufacturers’ instructions. Equal amounts of protein were loaded in NuPAGE 4 to 12% bis-tris gels (Invitrogen, NP0335/NP0336). Gels were run at 50 V for 20 min and 120 V for 90 min using NuPAGE MES SDS Running Buffer (Novex, NP0002). Samples were transferred to polyvinylidene difluoride (Millipore, IPFL00010) at 20 V for 1 hour in NuPAGE Transfer Buffer (Novex, NP0006-1). Blots were blocked in 5% milk [1 g of powdered milk in 10 ml of tris-buffered saline (Bio-Rad, 1706435) with 0.1% Tween (TBS-T)] for 1 hour at room temperature. Blots were rinsed (three times) with TBS-T and then incubated in primary Ab in TBS-T for 24 hours at 4°C on a VWR rocking platform (VWR 10860). Blots were washed in TBS-T three times for 10 min each and then incubated in horseradish peroxidase (HRP)–conjugated secondary Ab in TBS-T for 1 hour at room temperature. Blots were again washed in TBS-T three times for 10 min each. Blots were imaged using a ChemiDoc (Bio-Rad XRS+, ImageLab 4.1 software) and SuperSignal West Pico PLUS Chemiluminescent Substrate (Thermo Fisher Scientific, 34577). The primary Abs used were anti-G6pdx (Cell Signaling Technology, #8866; 1:1000) and anti–β-actin (Cell Signaling Technology, #4970; 1:15,000). The secondary Ab used was goat anti–rabbit HRP (Jackson ImmunoResearch Laboratories, 111-035-144).

### Analysis of human patient datasets

Construction of the tissue microarray with matched MPNST/neurofibroma patient samples and gene expression analysis has been previously described (*53*). Briefly, total RNA was extracted from FFPE MPNST/neurofibroma patient samples, sequenced on the Illumina HiSeq 4000 genome sequencer (Illumina) at the University of Iowa Institute of Human Genetics, Genomics Division (Iowa City, IA), and pseudo-aligned using Kallisto (GSE145064) (*54*). For this study, we used the aligned count matrices from individual patients and converted ensembl transcript IDs to gene symbols with BioMart. Then, expression of CDKN2A, PPP genes, and an NRF2 core target gene set were compared by sample type (*55*). The TCGA PanCancer Atlas dataset was analyzed in cBio Portal to evaluate mRNA expression levels (*z*-score = ±2.0) of *NFE2L2* and *G6PD* in correlation with overall survival (*56*, *57*). Correlation of *NFE2L2* and *G6PD* expression in soft tissue sarcoma cell lines was analyzed using DepMap, Broad (2023). DepMap 23Q4 Public, Figshare+, dataset; https://doi.org/10.25452/figshare.plus.24667905.v2.

### Statistics

GraphPad Prism 10.2.3 and Excel were used for statistical analysis. Significance was determined by *P* < 0.05. Data were analyzed using two-tailed unpaired *t* test (two groups) or one-way analysis of variance (ANOVA) followed by Holm-Sidak correction (three or more groups). Kaplan Meier survival plots were analyzed by a log-rank (Mantel-Cox) test. IC_50_ curves were fitted using nonlinear regression, option “[inhibitor] vs normalized response-variable slope” in GraphPad Prism. Shaded areas represent 95% confidence intervals. Correlation plot data were analyzed with a Pearson correlation test (*r*). RNA-seq statistical analysis was conducted by Novogene. Differential expression analysis between two conditions/groups (two biological replicates per condition) was performed using the DESeq2 R package (1.14.1). The resulting *P* values were adjusted using the Benjamini and Hochberg’s approach for controlling the false discovery rate (FDR). Genes with an adjusted *P* < 0.05 found by DESeq2 were assigned as differentially expressed.

# Supplementary material for: Somatic CRISPR tumorigenesis and multiomic analysis reveal a pentose phosphate pathway disruption vulnerability in MPNSTs
**Source:** Sci Adv. 2025 Aug 13;11(33):eadu2906. doi: 10.1126/sciadv.adu2906
**Supplement:** Supplementary file 1 — Figs. S1 to S7 Table S1 Legend for dataset S1

Supplementary Materials for  
**Somatic CRISPR tumorigenesis and multiomic analysis reveal a pentose phosphate pathway disruption vulnerability in MPNSTs**

Gavin R. McGivney *et al.*

*Sci. Adv.* **11**, eadu2906 (2025)  
DOI: 10.1126/sciadv.adu2906

**The PDF file includes:**

Figs. S1 to S7  
Table S1  
Legend for dataset S1

**Other Supplementary Material for this manuscript includes the following:**

Dataset S1

**Fig. S1.**

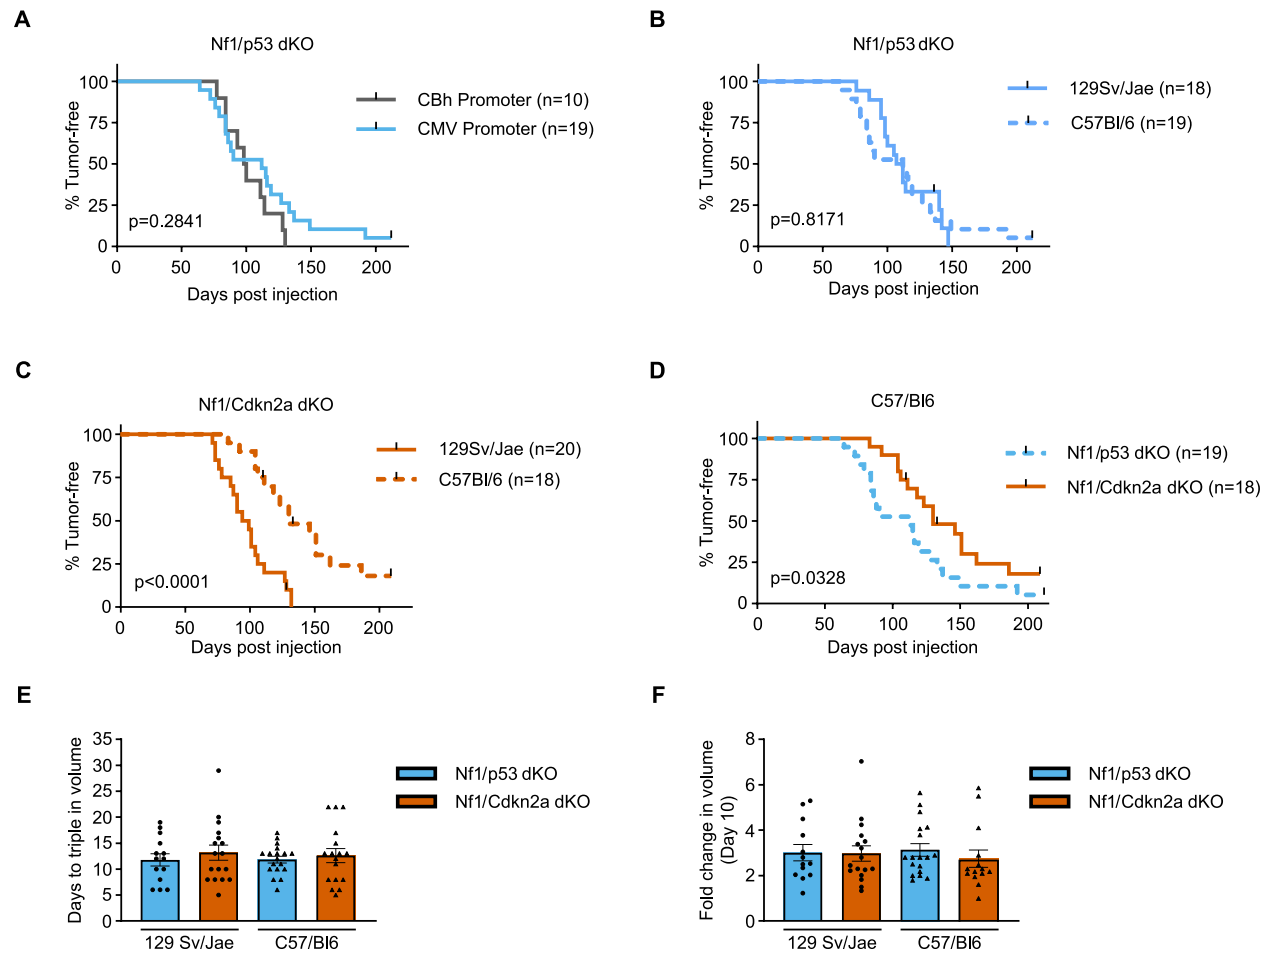

**Tumor suppressor status impacts tumor onset, but not tumor growth, in a strain-dependent manner.** (A-D) Kaplan Meier plots comparing tumor initiation from time of adenovirus injection (Day 0) of (A) *Nf1/p53* dKO primary tumors developed by CBh (n = 10 biological replicates) and CMV (n = 19 biological replicates) promotor driven Cas9 viral constructs, (B) 129 Sv/Jae (n = 18 biological replicates) and C57 Bl/6 (n = 19 biological replicates) murine strains injected with *Nf1/p53* Adv5-CMV-Cas9, (C) 129 Sv/Jae (n = 20 biological replicates) and C57 Bl/6 (n = 18 biological replicates) murine strains injected with *Nf1/Cdkn2a* Adv5-CMV-Cas9, (D) C57 Bl/6 murine strain injected with *Nf1/p53* Adv5-CMV-Cas9 (n = 19 biological replicates) and *Nf1/Cdkn2a* Adv5-CMV-Cas9 (n = 18 biological replicates), (E) Days to triple in tumor volume post tumor initiation across tumor genotype and mouse strains. (F) Comparison of tumor volume 10 days post tumor initiation across tumor genotype and mouse strains, each tumor normalized to its own tumor initiation volume (150-300 mm<sup>3</sup>). Data presented as mean  $\pm$  s.e.m.  $P$  values determined by Log-rank tests (in A-D), One-way Anova followed by Holm-Sidak correction (in E and F).  $P = 0.05$

**Fig. S2.**

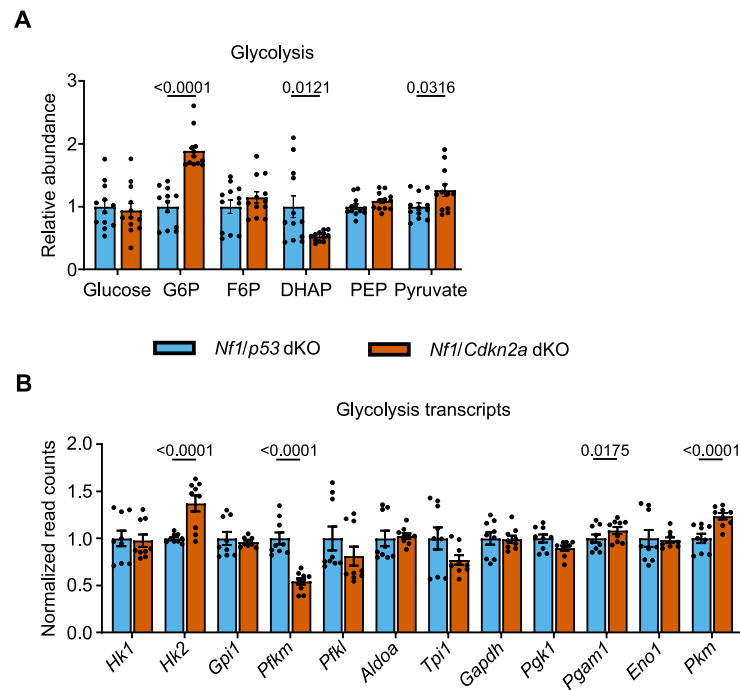

**Differential tumor suppressor loss alters metabolite abundance and transcript levels in glycolysis. (A-B)** Glycolysis pathway (A) relative metabolite abundances, normalized to *Nf1/p53* dKO average for each metabolite, G6P (glucose 6-phosphate), F6P (fructose 6-phosphate), DHAP (dihydroxyacetone phosphate), PEP (phosphoenolpyruvate). (B) RNAseq read count values normalized to *Nf1/p53* dKO average for each transcript. Data presented as mean  $\pm$  s.e.m. *Nf1/p53* dKO (n=3) and *Nf1/Cdkn2a* dKO (n=3), each cell line run in quadruplicate (independent samples) (in A) and triplicate (independent samples) (in B). Unpaired t-tests (in A). Adjusted p-values determined by differential expression analysis followed by Benjamini and Hochberg's approach for FDR (in B).  $P = 0.05$

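Fig. S2B divides each transcript's read count by the *Nf1*/*p53* dKO average, so a value of 1 is the average of that genotype. Of its 12 glycolytic genes, 8 were higher and 4 lower in the *Nf1*/*Cdkn2a* dKO on the summed counts of 3 lines per genotype with TMM, and 4 were higher and 8 lower on CPM of the raw total, a scaling chosen after seeing the values. No gene was called over all genes tested, and 0 when adjusted over these genes alone, with 3 at an unadjusted p under 0.05, the same number whose lines did not overlap. They ran from *Pfkm*, at 73.1 ± 14.5 against 43.7 ± 9.42 CPM (log2 fold change −0.74, standard error 0.22, adjusted p = 0.125 from edgeR), to *Hk2*, at 59.2 ± 2.94 against 89.2 ± 18.7 CPM (0.59, standard error 0.18, adjusted p = 0.131). The direction of *Hk1*, *Gpi1*, *Pfkl*, *Tpi1*, *Gapdh*, *Pgk1* and *Eno1* turned over when 1 line or another was left out. Glycolytic genes such as *Gapdh* and *Pgk1* have near copies in the mouse genome, and their counts are uncertain for that reason.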

**Fig. S3.**

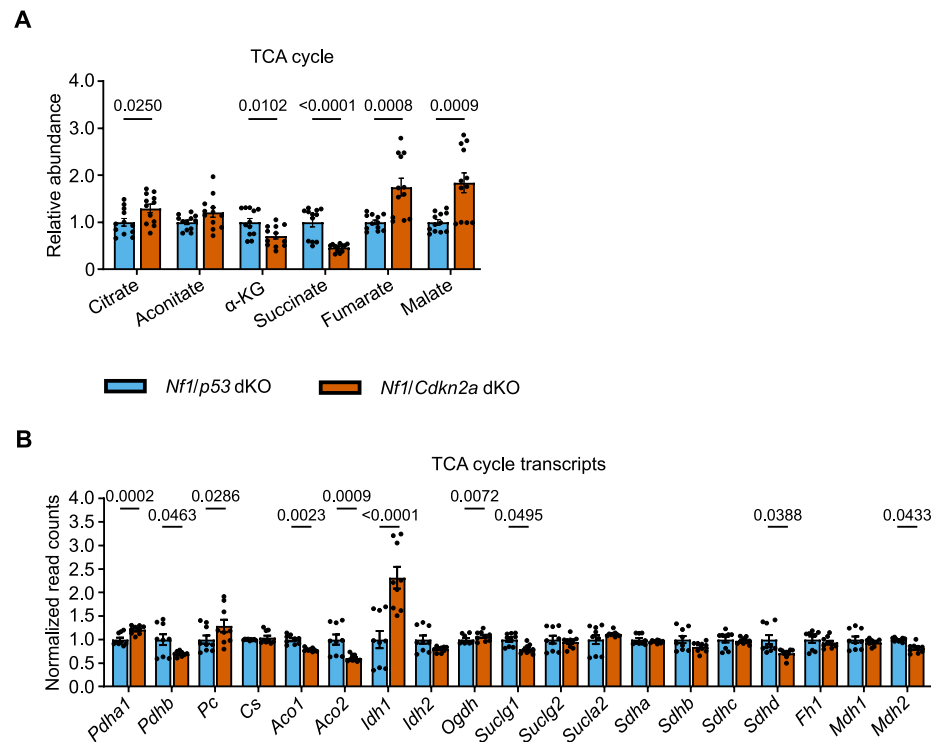

**Differential tumor suppressor loss alters metabolite abundance and transcript levels in the TCA cycle pathway.** (A-B) TCA cycle pathway (A) relative metabolite abundances, normalized to *Nf1/p53* dKO average for each metabolite. (B) RNAseq read count values normalized to *Nf1/p53* dKO average for each transcript. Data presented as mean  $\pm$  s.e.m. *Nf1/p53* dKO (n=3) and *Nf1/Cdkn2a* dKO (n=3), each cell line run in quadruplicate (independent samples) (in A) and triplicate (independent samples) (in B). Unpaired t-tests (in A). Adjusted p-values determined by differential expression analysis followed by Benjamini and Hochberg's approach for FDR (in B).  $P = 0.05$

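On TMM-normalized counts, of the 19 genes of the TCA cycle in fig. S3B 11 were higher and 8 lower in the *Nf1*/*Cdkn2a* dKO. On CPM of the raw total, a scaling chosen after seeing the values, 6 were higher and 13 lower, with *Suclg2*, *Fh1* and *Mdh1* among the lower. None was called over all genes tested, and 0 when adjusted over these genes alone, with 2 at an unadjusted p under 0.05. *Idh1* had the highest log2 fold change of them. The direction of *Idh2*, *Suclg2*, *Sdhb*, *Sdhc*, *Fh1* and *Mdh1* turned over when 1 line or another was left out. Single cultures stood apart for *Sdhd*, with 63.1 CPM in culture 1 of *Nf1*/*Cdkn2a* line 1 (next 81.2 CPM), and for *Sucla2*, with 89.7 CPM in culture 1 of *Nf1*/*Cdkn2a* line 3 (next 80.1 CPM). The culture flagged for *Sdhd* also had the highest chi-squares per degree of freedom against the other cultures of its line (26.5 and 29.2).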

**Fig. S4.**

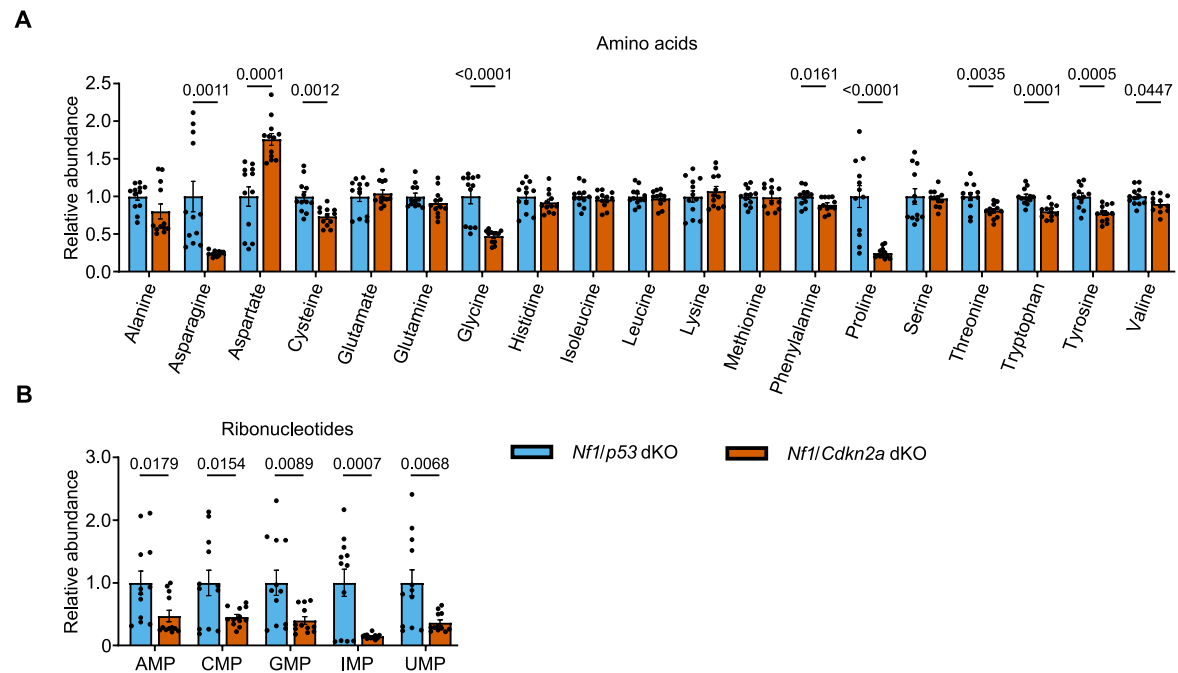

**Differential tumor suppressor loss alters abundance of amino acids and ribonucleotides.** (A-B) Relative metabolite abundances, normalized to *Nf1/p53* dKO average for each metabolite, (A) Amino acids and (B) Ribonucleotides, AMP (adenine monophosphate), CMP (cytidine monophosphate), GMP (guanosine monophosphate), IMP (inosine monophosphate), UMP (uridine monophosphate). Data presented as mean  $\pm$  s.e.m. *Nf1/p53* dKO (n=3) and *Nf1/Cdkn2a* dKO (n=3), each cell line run in quadruplicate (independent samples) (in A and B). Unpaired t-tests (in A and B).  $P = 0.05$

**Fig. S5.**

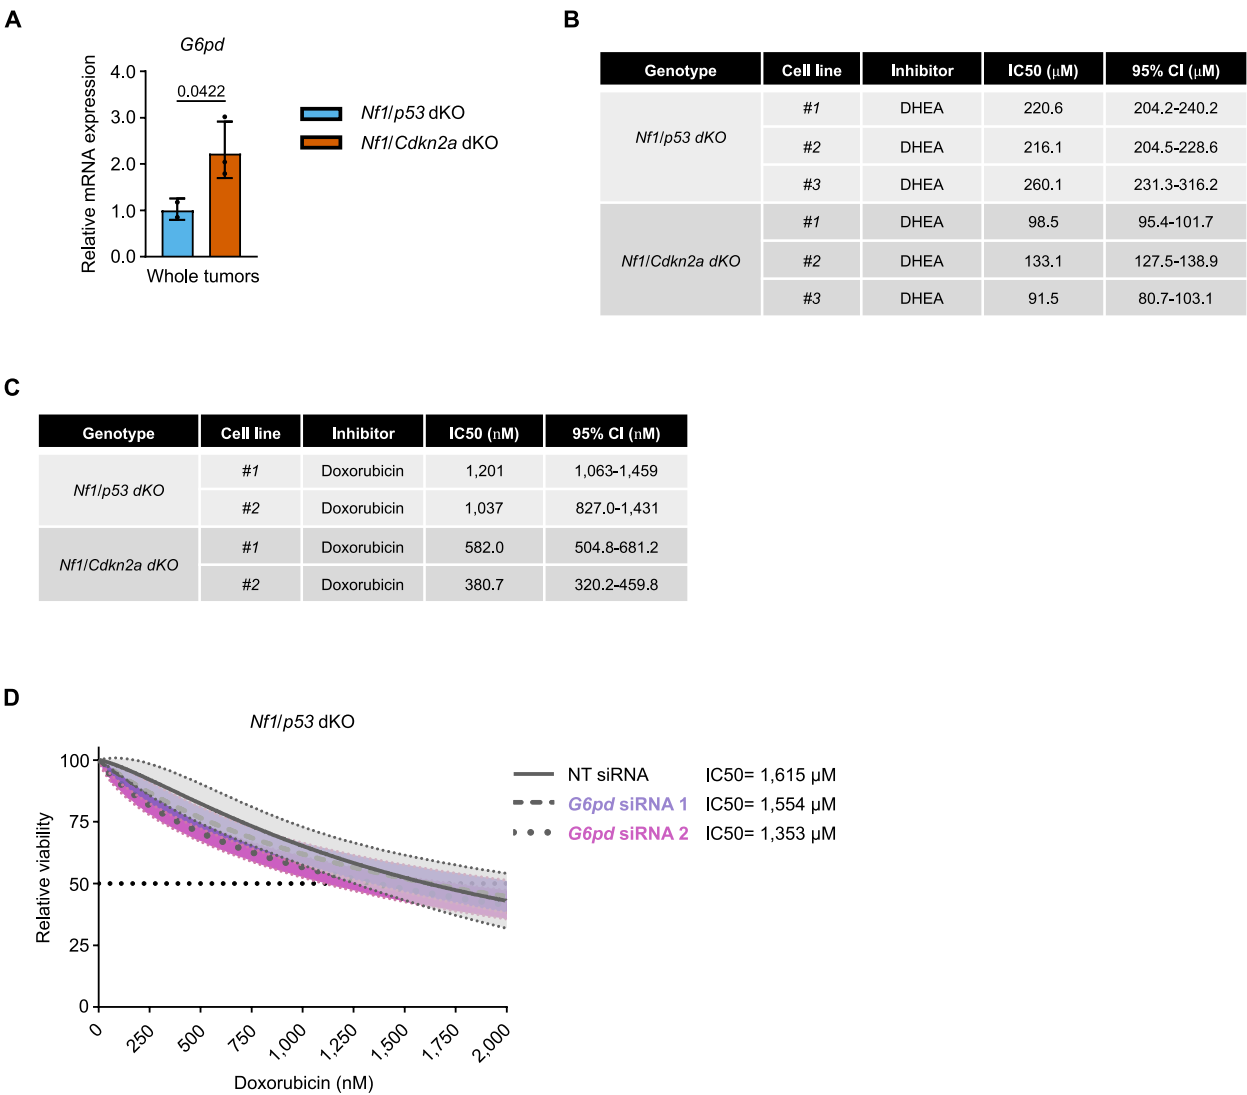

**Response to DHEA and Doxorubicin are genotype dependent.** (A) RT-qPCR verifying *G6pd* expression in whole tumor lysates (n=3). (B) Table showing IC50 results of individual *Nf1/p53* dKO and *Nf1/Cdkn2a* dKO cell lines treated with DHEA for 48 hours. (C) Table showing IC50 results of individual *Nf1/p53* dKO and *Nf1/Cdkn2a* dKO cell lines treated with doxorubicin for 48 hours. (D) Representative dose response curves of *Nf1/p53* dKO cells transfected with *G6pd* targeted siRNAs and treated with doxorubicin 72 hours post transfection for 48 hours. Data presented as geometric mean and geometric standard deviation (in A), two tailed unpaired t-tests (in A). IC50s and 95% confidence intervals determined using nonlinear regression, option “[inhibitor] vs normalized response-variable slope” in GraphPad Prism (in B, C, and D). Shaded areas represent 95% confidence intervals, line patterns represent specific siRNA treatments (in D).

**Fig. S6.**

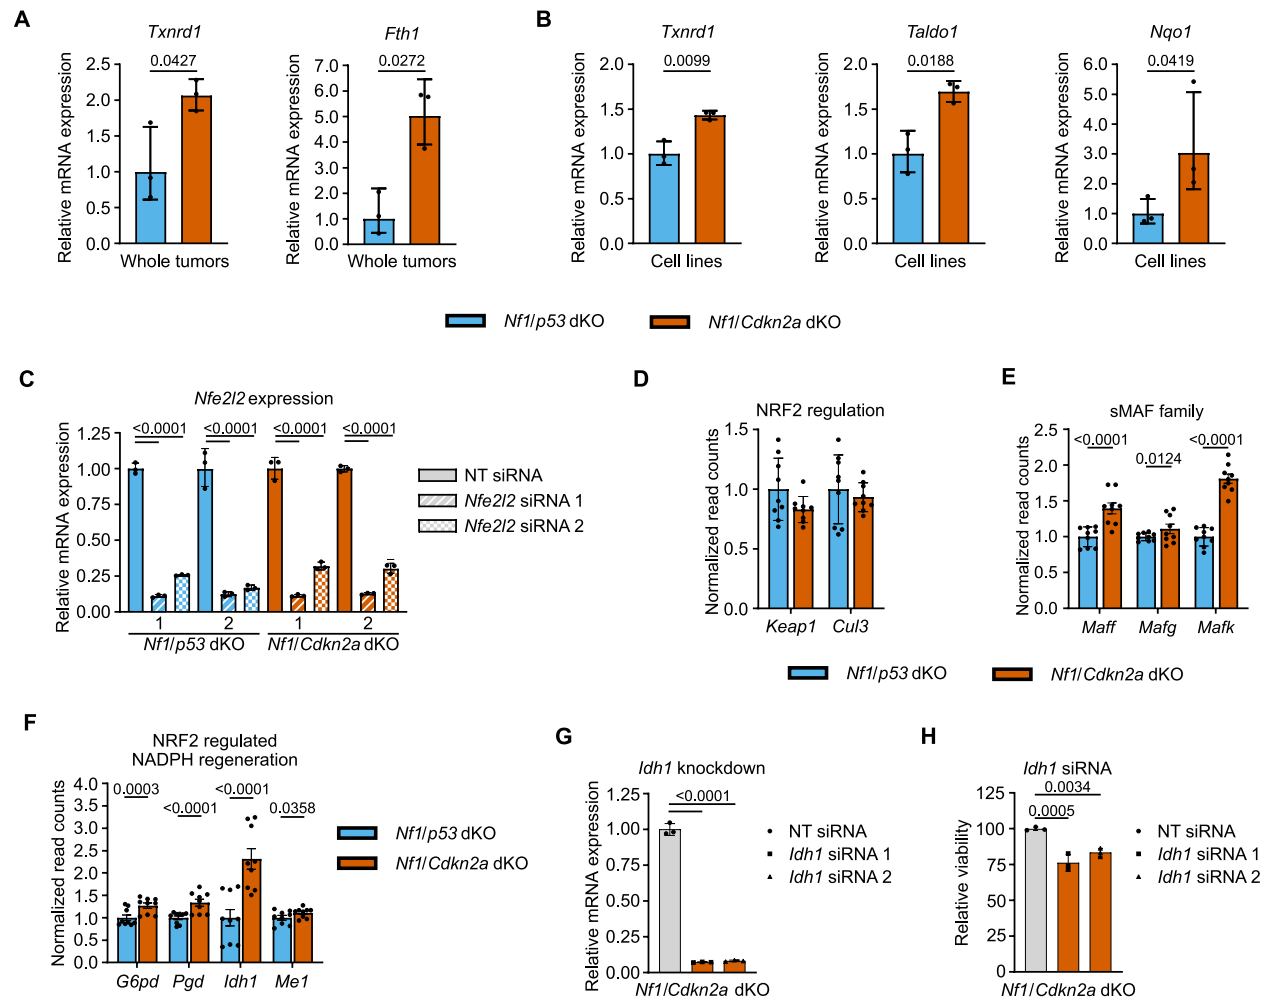

**NRF2/PPP axis is the main NADPH producer, not *Idh1*.** (A) RT-qPCR, verifying NRF2 target genes *Txnrd1* and *Fth1* in whole tumor lysates (n=3). (B) RT-qPCR, verifying expression levels NRF2 target genes *Txnrd1*, *Taldo1*, and *Nqo1* in primary tumor cell lines (n=3). (C) RT-qPCR verifying *Nfe2l2* (NRF2) knockdown 48 hours post transfection of *Nfe2l2* targeted siRNAs. (D-F) RNAseq, normalized read counts of (D) NRF2 transcription co-activators (E) NRF2 regulatory proteins and (F) NADPH producing genes regulated by NRF2. (G) RT-qPCR, verifying *Idh1* transcript knockdown 48 hours post transfection of *Idh1* targeted siRNAs (H) Relative viability of *Nf1/Cdkn2a* dKO cells 96 hours post transfection. Data presented as geometric mean and geometric standard deviation (in A, B, C, and G), two tailed unpaired t-tests (in A and B), One-way Anova followed by Holm-Sidak correction (in C and G). Data presented as mean  $\pm$  SD, One-way Anova followed by Holm-Sidak correction (in C and H). Data presented as mean  $\pm$  SD, *Nf1/p53* dKO (n=3) and *Nf1/Cdkn2a* dKO (n=3), each cell line run in triplicate (independent samples), Adjusted p-values determined by differential expression analysis followed by Benjamini and Hochberg's approach for FDR (in D, E, and F).  $P = 0.05$

**Fig. S7.**

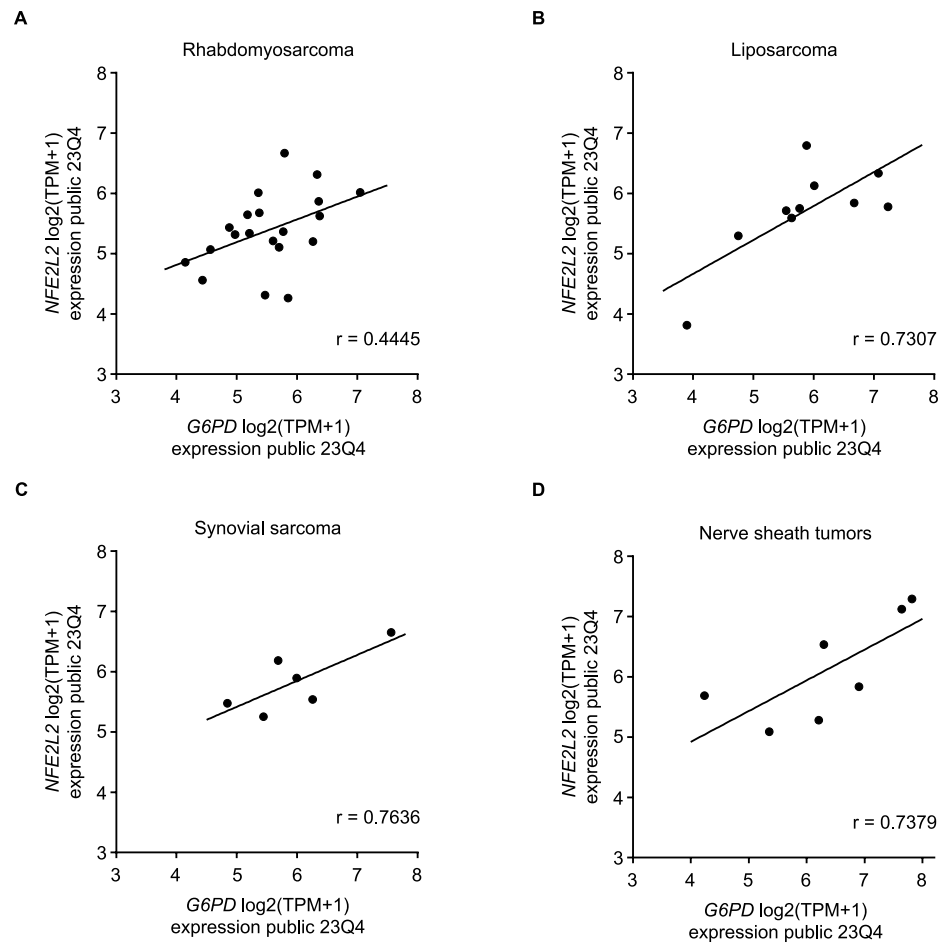

**NRF2/G6PD axis extends to other sarcoma subtypes. (A-D)** *NFE2L2* and *G6PD* expression in soft tissue sarcoma cell lines, (A) Rhabdomyosarcoma (n=20) (B) Liposarcoma (n=10) (C) Synovial sarcoma (n=6) (D) MPNST (n=7). Analyzed using the Broad Cancer Dependency Map Project portal, each data point represents an individual cell line, Pearson correlation (r), (in A-D).

**Table S1.**

| <b>Primer/gRNA Name</b>   | <b>Sequence (5' to 3')</b>  | <b>Use</b>               |
|---------------------------|-----------------------------|--------------------------|
| <i>gNf1</i>               | GGACATCTCCAAGGATGTGGTGG     | gRNA targeting Nf1       |
| <i>gTrp53</i>             | GATGGTAAGGATAGGTCGGCGG      | gRNA targeting Trp53     |
| <i>gInk4a/p16</i>         | GGGCCGTGTGCATGACGTGC        | gRNA targeting Ink4a/p16 |
| <i>gArf/p19</i>           | ACTGTGAGGATTCAGCGCGC        | gRNA targeting Arf/p19   |
| <i>Nf1</i> fw             | TAGCAATTTTGGGGGAACGC        | PCR for Indel Analysis   |
| <i>Nf1</i> rv             | GTCAGAGCCTTTCAGTCATG        |                          |
| <i>Trp53</i> fw           | TGCCGAACAGGTGGAATATC        | PCR for Indel Analysis   |
| <i>Trp53</i> rv           | CATCCTGACTGTGTGTAACTAGGCCCC |                          |
| <i>Ink4a/p16</i> fw       | GTGTTTTTCAGGGGTGTTCAATTCAT  | PCR for Indel Analysis   |
| <i>Ink4a/p16</i> rv       | CTTATTATGCACAGGCTCTGGAATG   |                          |
| <i>Arf/p19</i> fw         | GGTGCCCTCAACGCCGAA          | PCR for Indel Analysis   |
| <i>Arf/p19</i> rv         | CTGGTGGATGGGAGCGAAATAA      |                          |
| <i>B-actin</i> fw         | GGCTGTATTCCCCTCCATCG        | RT-qPCR                  |
| <i>B-actin</i> rv         | CCAGTTGGTAACAATGCCATGT      |                          |
| <i>B2M</i> fw             | GGTCTTTCTGGTGCTTGTCTC       | RT-qPCR                  |
| <i>B2M</i> rv             | GTTCAGTATGTTTCGGCTTCCC      |                          |
| <i>G6pdx</i> fw 1         | CACCGTGGACGACATCCGAAA       | RT-qPCR                  |
| <i>G6pdx</i> rv 1         | GCAGGGCATTTCATGTGGCT        |                          |
| <i>G6pdx</i> fw 2         | CTCCAATCAACTGTCGAACCA       | RT-qPCR                  |
| <i>G6pdx</i> rv 2         | TTGTCTCGATTCCAGATGGGG       |                          |
| <i>Nfe2l2</i> (NRF2) fw 1 | CTTTAGTCAGCGACAGAAGGAC      | RT-qPCR                  |
| <i>Nfe2l2</i> (NRF2) rv 1 | AGGCATCTTGTGTTGGGAATGTG     |                          |
| <i>Nfe2l2</i> (NRF2) fw 2 | TAGATGACCATGAGTCGCTTGC      | RT-qPCR                  |
| <i>Nfe2l2</i> (NRF2) rv 2 | GCCAACTTGCTCCATGTCC         |                          |
| <i>Idh1</i> fw 1          | ATGCAAGGAGATGAAATGACACG     | RT-qPCR                  |
| <i>Idh1</i> rv 1          | GCATCACGATTCTCTATGCCTAA     |                          |
| <i>Idh1</i> fw 2          | CAGGCTCATAGATGACATGGTGG     | RT-qPCR                  |
| <i>Idh1</i> rv 2          | CACTGGTCATCATGCCAAGGGA      |                          |
| <i>Glrx</i> fw 1          | CAACACCAAGTGCGATTCAAGA      | RT-qPCR                  |
| <i>Glrx</i> rv 1          | GCAGAGCTCCAATCTGCTTCA       |                          |
| <i>Glrx</i> fw 2          | ATTAGATCACTGCATCCGCC        | RT-qPCR                  |
| <i>Glrx</i> rv 2          | ACAACACCAAGTGCGATTCAA       |                          |
| <i>Txnrd1</i> fw          | GGGTCCTATGACTTCGACCTG       | RT-qPCR                  |
| <i>Txnrd1</i> rv          | AGTCGGTGTGACAAAATCCAAG      |                          |
| <i>Fth1</i> fw            | GGCTGAATGCAATGGAGTGTG       | RT-qPCR                  |
| <i>Fth1</i> rv            | GTGGTCACCCAGTTCTTTAATGG     |                          |
| <i>Taldo1</i> fw          | GTAAAGCGCCAGAGGATGGAG       | RT-qPCR                  |
| <i>Taldo1</i> rv          | CTCTTGGTAGGCAGGCATCT        |                          |
| <i>Nqo1</i> fw            | GCCGAACACAAGAAGCTGGAAG      | RT-qPCR                  |
| <i>Nqo1</i> rv            | GGCAAATCCTGCTACGAGCACT      |                          |

**Guide RNA and RT-qPCR primer sequences utilized in this study.** gRNA's are incorporated in the CRISPR/Cas9 adenovirus constructs to guide Cas9 to the desired gene targets.

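The guide sequences were placed on the mouse genome build GRCm38 with the GENCODE M21 annotation. The *Nf1* guide, GGACATCTCCAAGGATGTGGTGG, lies on chromosome 11 from 79409509 to 79409531 on the plus strand, in coding exon 8 of *Nf1*, and its last 3 bases, TGG, are the motif that Cas9 needs beside its target. The *Trp53* guide, GATGGTAAGGATAGGTCGGCGG, lies on chromosome 11 from 69589209 to 69589230 on the minus strand, in coding exon 7 of *Trp53*, and ends in the motif CGG. It also matches the pseudogene *Trp53-ps* on chromosome 17 from 54420397 to 54420418. The guides against *Cdkn2a* target the separate first exons of its 2 products. The p16 (INK4A) guide, GGGCCGTGTGCATGACGTGC, lies on chromosome 4 from 89282051 to 89282070 on the minus strand, in coding exon 1 of transcript ENSMUST00000060501.4, and the next 3 genomic bases are GGG. The p19 (ARF) guide, ACTGTGAGGATTCAGCGCGC, lies on chromosome 4 from 89294483 to 89294502 on the minus strand, in coding exon 1 of transcript ENSMUST00000107131.1, and is also followed by GGG. The first 2 sequences are listed with their motif and the *Cdkn2a* guides without it.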

**Data S1.**

**GC & LC Mass spectrometry metabolomics data and statistical analysis.** Data and statistics included in additional excel file (**Data\_S1\_metabolomics\_data**). Data are normalized to *Nf1/p53* dKO average for each metabolite (row). 

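The supplement's table lists 142 metabolites or ratios, with 12 samples per genotype, each value relative to the average of the *Nf1*/*p53* dKO. Of these, 140 have values of their own, since ATP and dGTP hold identical values, as do betaine and norvaline. The paper states that each of 3 lines per genotype was run in quadruplicate, and the table's columns do not name the line, so a test over the 12 samples treats samples of one line as independent. A two-sided permutation test with 100000 resamples gave a p under 0.05 for 76 entries, 37 higher and 39 lower in the *Nf1*/*Cdkn2a* dKO (n = 12 samples per genotype), and 68 had a Benjamini-Hochberg adjusted p under 0.05. The p-values listed in the table are under 0.05 for 77 entries. Betaine and norvaline are among both sets, and with identical entries counted once the numbers are 75 by the permutation test and 76 by the table's p-values. The mean of glucose 6-phosphate (G6P) in the *Nf1*/*Cdkn2a* dKO was 1.89 ± 0.296 of the *Nf1*/*p53* dKO average (SD, n = 12; permutation p = 1e-05, the smallest that 100000 resamples can give, adjusted p = 1.29e-04). 6-Phosphogluconate was at 1.92 ± 0.901 (permutation p = 0.00864, adjusted p = 0.0201), NADPH at 2.37 ± 0.973 (permutation p = 3.8e-04, adjusted p = 0.00186) and the GSH:GSSG ratio at 1.74 ± 0.747 (permutation p = 0.00224, adjusted p = 0.00756). Of the other metabolites of Fig. 3, E and G, ribose 5-phosphate (R5P) was lower, at 0.639 ± 0.186 (permutation p = 4.1e-04, adjusted p = 0.00194), as were sedoheptulose 7-phosphate (S7P), at 0.42 ± 0.181 (permutation p = 1e-05, adjusted p = 1.29e-04), and oxidized glutathione (GSSG), at 0.665 ± 0.376 (permutation p = 0.0112, adjusted p = 0.0253). Reduced glutathione (GSH) itself did not differ (0.969 ± 0.0977, permutation p = 0.571), nor did NADP (0.818 ± 0.194, permutation p = 0.140).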

Each column represents an individual sample ran (n = 12 /genotype). Means  $\pm$  SEM are calculated in excel sheet for each metabolite. *P*-values are determined by unpaired T-Test in excel for each metabolite (row).

How the deposited data were processed for this re-analysis (not part of the article)

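The RNA-seq experiment measured gene expression in 18 libraries from MPNST cell lines grown from separate tumors, 3 lines with *Nf1* and p53 deleted and 3 with *Nf1* and *Cdkn2a* deleted, each in 3 cultures. The sequencing, library preparation and analysis are described as done by a company. The authors deposited raw counts, which are whole numbers of reads per gene and library without normalization, in a table of 35275 genes, of which 34490 have an identifier in GENCODE M21, the annotation of the genome build GRCm38 used here. The aligner, the counting tool, the genome build and the annotation behind the counts are not named in the paper's text. The paper's statistics section names DESeq2 with an adjusted p under 0.05 and gives 2 biological replicates per condition, while the legend of Fig. 2 gives 3 lines in triplicate. All 18 count columns were used, and each took its genotype, line and culture from its name.

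Total counts per library were 19560535 to 28312207 (median 23149777), and the sums over the cultures of a line 65206479 to 73065228. The 10 most abundant genes took 5.91 to 6.84% of a library's counts. A count of 0 allows up to 3 counts, and a gene with at most 3 counts in every culture of a genotype is given only as a bound on its fold change. The bounds on fold changes cover counting error only, since the libraries are not stated to carry molecular identifiers. The 95% intervals are taken over genes, for a share of genes or for the median of neighboring genes.

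Counts were summed over the 3 cultures of a line. Genes were kept with edgeR's filterByExpr (minimum count 10, minimum total count 15), scaled with TMM and compared with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment (edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0 in R 4.3.3). Levels in CPM (counts scaled to the library size), log2 fold changes with standard errors and ratios to the *Nf1*/*p53* dKO average were computed from these counts. Each standard error is the absolute log2 fold change divided by the square root of the test's F statistic. It is derived from the test and was not estimated separately. Gene lists were tested with camera at a preset correlation of 0.01. The signal-to-noise metric of Fig. 2C was computed on counts divided by DESeq2's size factors, with a floor on the SD of 0.2 of the mean. Genes with similar copies elsewhere in the genome and genes that overlap on the opposite strand are given as uncertain. The permutation tests on metabolites used Python 3.11.15, numpy 2.4.6 and pandas 2.3.3, and the plots matplotlib 3.10.9.

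Before the data were examined, the grouping, the tests, the gene lists and the alternatives were fixed, except for those named here as later. The alternatives were the 18 cultures as separate samples with edgeR or DESeq2, limma-voom on the 18 cultures with the line as a random effect, DESeq2 on the 6 lines, DESeq2's size factors or upper-quartile normalization in place of TMM, no filter, at least 10 counts in every line, the line number or the culture number as a block, and each line left out in turn. Lists were also tested with fry and with an estimated correlation. A correction for the GC content and transcript length of genes (loess span 0.5), and the scaling of the values of Fig. 2C and of the relative values to raw total counts or to none, were chosen after seeing the data, as were 5 lists of marker genes (posterior Hox groups 9 to 13, anterior Hox groups 1 to 8, muscle progenitor, differentiated muscle and Schwann cell genes). The 9 lists fixed at first held E2F targets, G_2_M genes, p53 targets, the genes of Fig. 2C, NRF2 targets, the PPP genes of Fig. 3F, interferon-stimulated genes, genes induced through TNF-α and NF-κB, and nuclear genes of oxidative phosphorylation. All 272 list entries were found in the table.

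The genes named are, by a rule fixed at the same time, every gene whose RNA-seq value the paper shows or names, the targeted genes and *Cdkn2b*, the 5 highest and 5 lowest fitted log2 fold changes among called genes with a mean normalized count of at least 100 and no overlap between lines, the highest and lowest gene of each list, and *Xist* with 4 Y-linked genes. Some single-gene results are not reported here. Any other gene named is said to be chosen after its values were seen.

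The steps were tested on simulated counts drawn from the measured means and library sizes. Of 50 genes each changed by 0.585, 1, 2 and 3 on the log2 scale, 0, 5, 38 and 38 were called among 14890 genes. Besides these, 4 unchanged genes were called. Of 200 lists of unchanged genes, 7 had a camera p under 0.05. With no effect of genotype but the measured spread between lines, edgeR on the 18 cultures as separate samples called 2193 of 13136 genes, and limma-voom with the line as a random effect called 50 of 13136.

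For the metabolites, the authors' supplementary table gives ratios of each sample's abundance to the *Nf1*/*p53* dKO average and p-values, and the deposited counts play no part in it. From these ratios a two-sided permutation test with 100000 resamples was computed here. The RT-qPCR, immunofluorescence, growth and drug experiments of the paper were not analysed here, nor were the gene sets and the leading edge analysis of its GSEA.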

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

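The tests of *Nf1*/*Cdkn2a* line 3, of the lines split by total counts, of the region around *Hoxa9*, of position along the body axis and of differentiated muscle cells were chosen after the results they bear on had been seen.

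In groups of 9 cultures, a single culture stood far from the other 8 in 5 of 178 groups tested. Chance gives 8.9 for independent values, which cultures of 1 line are not, so 8.9 is no exact baseline for the 5 flagged cases. They were the total counts of culture 2 of *Nf1*/*p53* line 1 (28312207, nearest culture 23853595), *Glrx2* in culture 2 of *Nf1*/*Cdkn2a* line 3 (31.0 CPM, nearest 26.2 CPM), *Sucla2* in culture 1 of *Nf1*/*Cdkn2a* line 3 (89.7 CPM, nearest 80.1 CPM), and *Sdhd* and *Cul3* in culture 1 of *Nf1*/*Cdkn2a* line 1 (63.1 CPM, nearest 81.2 CPM, and 198 CPM, nearest 161 CPM). The design gives no reason for a single culture to differ, and no biological explanation was tested.

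Sex-linked transcripts differed between lines, which the paper does not report. The mean of 4 Y-linked genes (*Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty*) was 42.7 CPM in *Nf1*/*Cdkn2a* line 1 and 40.8 CPM in line 2, against 0 CPM in line 3 and 0.00965 to 0.0173 CPM in the *Nf1*/*p53* lines. *Xist* was at 395, 358 and 778 CPM in the *Nf1*/*p53* lines and at 0.145, 0.188 and 400 CPM in *Nf1*/*Cdkn2a* lines 1, 2 and 3. The paper's text does not name the sex of the mice behind the lines, and these levels may reflect it. Sex as the explanation of the differences between the genotypes would need every *Nf1*/*Cdkn2a* line to lack *Xist*, and 1 of the 3 expresses it. Of 23 genes called without that line, 20 deviated in the same direction in it (87.0%, exact 95% interval 66.4 to 97.2%). The interval treats genes measured in 1 line as independent. A simulated line without change gave 59.0%, but over 25373 called genes in 20 draws, since every fitted difference was entered as real. That share is no baseline for the 23 genes, so the comparison does not decide whether sex is the whole cause. A contribution of sex to single genes stays open, and 5 of the 23 genes are sex-linked.

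Several transcripts that the paper's text does not name were present in the *Nf1*/*p53* lines and at the floor in the *Nf1*/*Cdkn2a* lines. The mean over the *Nf1*/*p53* lines was 26.6 CPM for *Myf5*, 12.7 CPM for *Hoxa11*, 14.5 CPM for *Irx2*, 11.1 CPM for *Hoxa11os* and 4.07 CPM for *St8sia2*, of which *Hoxa11* and *Hoxa11os* overlap on opposite strands. The paper gives development among the pathways of the genes overrepresented in *Nf1*/*p53*-deleted cells. The *Nf1*/*p53* line had the larger total in 7 of the 9 pairs of lines, which by itself decides nothing about library size. If library size set the called genes apart, the 3 lines with the largest totals against the 3 with the smallest would give about as many as the genotypes. That split gave 0 called genes (420 at an unadjusted p under 0.05), against 274 (3400) by genotype, which argues against library size as the cause of the called genes as a set. Removing the trend with GC content and transcript length left 247 of the 274 called genes past the threshold. A loss of the region around *Hoxa9* in the *Nf1*/*Cdkn2a* lines would lower its neighbors alike, but the median log2 fold change of 62 other genes within 5 Mb was −0.13 (95% interval −0.42 to −0.028). This argues against a loss of the whole region as the cause of the full difference. A smaller contribution stays open, since the interval lies below the −0.023 of all genes, and a loss of the Hox genes alone was not tested.

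The marker lists set the Hox genes and muscle genes apart. Of the posterior Hox genes, 11 of 16 had enough counts, 9 of them lower in the *Nf1*/*Cdkn2a* dKO and 5 called, with a median log2 fold change of −5.97, or −2.52 with 3 genes at the floor set to their bound, and up to 46 CPM in an *Nf1*/*p53* line against 27.0 CPM. Of the anterior Hox genes, 21 of 23 had enough counts, with a median of 1.18, 7 lower and 2 called, up to 36.1 CPM against 55.8 CPM. *Nf1*/*p53* line 3 had 0 CPM of *Hoxb3*, *Hoxb4*, *Hoxb5*, *Hoxb6*, *Hoxb7* and *Hoxb8*. The called ones, *Hoxa3* and *Hoxa4*, named after their values were seen, were lower (−3.16 and −3.04, adjusted p = 0.0465 each from edgeR). The muscle progenitor genes (7 of 9 tested) were all lower, with a median of −7.76, or −7.47 with 3 genes at their bound, 5 called, and up to 203 CPM against 11.6 CPM. Differentiated muscle genes (8 of 14 tested) had a median of −1.70, all lower, with 0 called (2 at an unadjusted p under 0.05) and up to 28.4 CPM against 10.8 CPM, and the Schwann cell genes (8 of 10 tested) a median of −3.26, or −3.10 with 1 gene at its bound, 7 lower and 0 called (3 at an unadjusted p under 0.05), with up to 64.0 CPM against 59.8 CPM. The lists share no gene.

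Mature muscle in the cultures would bring its own abundant transcripts. Of the 14 differentiated muscle genes, 13 lay below *Myf5* in every *Nf1*/*p53* line, which argues against differentiated muscle cells as the source of *Myf5*. In *Nf1*/*p53* line 2, with *Myf5* at 24.1 CPM, *Myh4* was at 14.1, *Tnnt3* at 6.51, *Atp2a1* at 4.56 and *Ckm* at 1.49 CPM. The exception was *Acta1*, at 28.4 CPM in that line. *Nf1*/*Cdkn2a* line 1 had *Myh4* at 10.8, *Tnnt3* at 3.75 and *Atp2a1* at 3.44 CPM, with *Myf5* at 0 CPM. These muscle genes were named after their values were seen. A candidate explanation for the Hox genes is that the tumors of the 2 genotypes arose from cells of different position along the body axis (median log2 fold change −5.97 of the posterior Hox genes). The paper injected the virus into the left flank sciatic nerve, a site shared by the genotypes, so the design gives no reason for such a difference. Different positions and an effect of the genotype itself cannot be told apart, because the cells each tumor arose from were not identified. Both remain hypotheses.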

How the results depend on the processing

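The removal of the GC content and transcript length trend and the scalings to raw totals or to none were chosen after seeing the data. The cause of a change was not tested except where it is named.

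The number of called genes, 274 with 97 higher and 177 lower in the *Nf1*/*Cdkn2a* dKO, depended most on the unit of replication. With the 18 cultures as separate samples, edgeR called 6096 (2853 higher, 3243 lower, 251 of them among the 274), DESeq2 called 7171 (3092 and 4079, all 274 kept) and edgeR with the culture number as a block called 5681 (2631 and 3050, 251 kept). DESeq2 on the 6 lines called 2055 (813 and 1242, 273 kept), and limma-voom with the line as a random effect called 2173 (1145 and 1028, 243 kept). Without a filter, 411 genes were called, 271 of them lower, and at least 10 counts in every line gave 226 (198 kept). DESeq2's size factors gave 282 and upper-quartile normalization 320, with 271 kept in each. With the GC content and length trend removed, 539 were called (306 higher, 233 lower, 247 kept), which moved the share of higher genes from 35.4% to 56.8% and the median of all genes from −0.023 to 0.11. Leaving out 1 line gave 0 to 172 genes, with 0 to 86 higher and 0 to 86 lower. Without *Nf1*/*Cdkn2a* lines 1, 2 and 3 they were 0 (2668 at an unadjusted p under 0.05), 2 and 23, and without *Nf1*/*p53* lines 1, 2 and 3 they were 172, 27 and 107. With 2 lines in a group the test has fewer samples.

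The line numbers do not pair the lines, whose deviations correlate by −0.0988, −0.133 and −0.0848, and the culture numbers do not pair the cultures (0.00446, −0.00944 and 0.0156). With the line number as a replicate block, 0 genes were called, 0 higher and 0 lower, with 2740 at an unadjusted p under 0.05, and *Taldo1* had a log2 fold change of 1.06 (adjusted p = 0.120 from edgeR), and 14 other named genes were not called.

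With the 18 cultures in edgeR, DESeq2, limma-voom and the culture block in turn, *Idh1* passed the threshold at log2 fold changes of 1.33, 1.34, 1.51 and 1.33, and *Nfe2l2* at 0.86, 0.86, 0.84 and 0.86. *Nfe2l2* also passed with DESeq2 on the 6 lines (0.88), without a filter (0.88) and with the GC content and length trend removed (0.99). *Taldo1* was at 0.97 to 1.12 with 1 line left out.

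Every list kept the sign of its median in each alternative run. Under fry, the E2F targets (median −0.44) and G_2_M genes (−0.35) lost their call. With an estimated correlation, those and the genes of Fig. 2C (0.65), NRF2 targets (0.37), PPP genes (0.48) and interferon-stimulated genes (−2.26) lost theirs. The G_2_M median ran from −0.45 to −0.053 with 1 line left out. The oxidative phosphorylation genes passed with edgeR on the 18 cultures (−0.14, adjusted p = 0.0383), DESeq2 (−0.14, 0.0174), limma-voom (−0.13, 0.0462), the culture block (−0.14, 0.0371) and at least 10 counts in every line (−0.14, 0.0266), and ran from −0.20 to −0.0015 with 1 line left out, passing without *Nf1*/*p53* line 1 (0.0171) and line 2 (0.0307).

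The median signal-to-noise of the Fig. 2C genes, 0.935 over cultures, was 0.223 on log2 CPM, 0.738 on CPM of the raw total, 0.663 on raw counts and 0.841 to 1.08 with 1 line left out.

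CPM of the raw total moved the median log2 ratio of all 15207 tested genes by −0.13 and raw counts by −0.17 against TMM, so directions hold relative to that shift. No list's median changed sign on either scaling, while the higher genes of fig. S2B fell from 8 to 4 of 12, and those of fig. S3B from 11 to 6 of 19, on both.

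Genes with small changes turned direction. *Fh1* was at −0.017 with upper-quartile normalization, and with the GC content and length trend removed *Pfkl* was at 0.0089, *Pgk1* at 0.084, *Sdhb* at 0.039 and *Keap1* at 0.10. With 1 line left out, the log2 fold change ran from −0.18 to 0.81 for *Cdkn2a*, −0.10 to 0.34 for *Hk1*, −0.021 to 0.27 for *Gpi1*, −0.59 to 0.25 for *Pfkl*, −0.48 to 0.079 for *Tpi1*, −0.0096 to 0.27 for *Gapdh*, −0.13 to 0.070 for *Pgk1*, −0.068 to 0.37 for *Eno1*, −0.35 to 0.059 for *Idh2*, −0.094 to 0.28 for *Suclg2*, −0.24 to 0.10 for *Sdhb*, −0.074 to 0.19 for *Sdhc*, −0.15 to 0.14 for *Fh1*, −0.070 to 0.25 for *Mdh1*, −0.23 to 0.16 for *Keap1* and −0.14 to 0.27 for *Cul3*.

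Of the other named genes, 44 gained a call with edgeR on the 18 cultures, 48 with DESeq2, 42 with the culture block, 19 with limma-voom, 13 with DESeq2 on the 6 lines, 6 with the GC content and length trend removed and 3 without a filter, and none changed with DESeq2's size factors. Calls lost numbered 6, 12 and 9 without *Nf1*/*p53* lines 1, 2 and 3, 14, 13 and 12 without *Nf1*/*Cdkn2a* lines 1, 2 and 3, and 1 with at least 10 counts in every line, while 1 call was gained without *Nf1*/*p53* line 3 and 1 without *Nf1*/*Cdkn2a* line 3. Of 45 values relative to the *Nf1*/*p53* dKO average, 18 moved by more than the SD between lines on raw totals and 26 on raw counts, 15, 14 and 20 without *Nf1*/*p53* lines 1, 2 and 3, and 0 with DESeq2's size factors, the mean of 9 cultures or any *Nf1*/*Cdkn2a* line left out. A median of 82.1% of the variance lay between lines among the 11240 genes with at least 10 counts in every culture. Of the metabolites, 68 passed after Benjamini-Hochberg adjustment and 77 on log values, against 76. Depth limits the genes with 3 counts or fewer in every culture of a genotype, for which only a bound on the fold change is given.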

Differences from the paper's values

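The scalings to raw total counts and to no normalization were chosen after seeing the values.

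The paper reports 7143 differentially expressed transcripts, against 274 genes here on 6 lines. Of the alternatives set before the data were examined, the count was within 1.5 times the paper's with the 18 cultures as separate samples in DESeq2 (7171), in edgeR (6096) and in edgeR with the culture number as a block (5681). The others did not close the gap, with 2055 from DESeq2 on the 6 lines, 2173 from limma-voom and 0 to 411 from the rest.

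Adjusted p-values are printed above the bars of several figures and were read by eye, each for the paper's comparison of the same genotypes. In Fig. 3F, *Pgls* is at about 0.0036 against 0.268 here and *Rpe* at about 0.029 against 0.393. In fig. S6E, *Mafg* is at about 0.012 against 0.339, and in fig. S6F, *Me1* is at about 0.036 against 0.410. In fig. S2B, *Pgam1* is at about 0.018 against 0.391. In fig. S3B, *Pdha1* is at about 0.0002 against 0.211, *Pdhb* at about 0.046 against 0.451, *Pcx* at about 0.029 against 0.405, *Aco1* at about 0.0023 against 0.384, *Ogdh* at about 0.0072 against 0.384, *Suclg1* at about 0.050 against 0.499, *Sdhd* at about 0.039 against 0.406 and *Mdh2* at about 0.043 against 0.530. The values here come from edgeR on 6 lines.

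With the 18 cultures as separate samples in DESeq2, all 13 fell within 1.5 times the paper's, at 0.00350 for *Pgls*, 0.0282 for *Rpe*, 0.0121 for *Mafg*, 0.0350 for *Me1*, 0.0172 for *Pgam1*, 1.68e-04 for *Pdha1*, 0.0454 for *Pdhb*, 0.0280 for *Pcx*, 0.00224 for *Aco1*, 0.00706 for *Ogdh*, 0.0484 for *Suclg1*, 0.0379 for *Sdhd* and 0.0424 for *Mdh2*. With the 18 cultures in edgeR, those of *Rpe* (0.0336), *Mafg* (0.0128), *Me1* (0.0309), *Pgam1* (0.0204), *Pdhb* (0.0450), *Pcx* (0.0344), *Suclg1* (0.0381), *Sdhd* (0.0355) and *Mdh2* (0.0375) did, and with the culture number as a block those of *Me1* (0.0459), *Pdhb* (0.0637), *Suclg1* (0.0542), *Sdhd* (0.0471) and *Mdh2* (0.0484). No other alternative set before the data were examined closed the gap for any of them.

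The signal-to-noise of *Atox1* is about 0.43 in Fig. 2C, read by eye, against 0.656 here, and that of *Sod1* about 0.42 against 0.637. Neither alternative set before the data were examined closed these gaps, with 0.690 and 0.670 over 3 lines against 3 and 0.152 and 0.124 on log2 CPM. On CPM of the raw total they were 0.446 and 0.433, and on raw counts 0.372 and 0.367, both scalings chosen after seeing the values. Over the 17 genes, the ratio of the value here to the paper's had a median of 1.23, and of 1.02 on the raw total. Over 27 genes of the other figures, the ratio of the value relative to the *Nf1*/*p53* dKO average to the paper's had a median of 1.09, and of 0.995 on the raw total.

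Genes to which the paper's figures give an adjusted p under 0.05 and that were not called here on 6 lines are, besides those above, *Pgd* (adjusted p = 0.155 here), *Hk2* (0.131), *Pfkm* (0.125), *Pkm* (0.189), *Idh1* (0.204), *Maff* (0.128) and *Nfe2l2* (0.0512). All were called with the 18 cultures as separate samples in edgeR and DESeq2 and with the culture number as a block. limma-voom with the line as a random effect called *Pgd*, *Hk2*, *Pfkm*, *Pkm*, *Idh1* and *Nfe2l2*. *Nfe2l2* was also called by DESeq2 on the 6 lines, without a filter and, by a correction chosen after seeing the data, with the GC content and transcript length trend removed. The edgeR test on 6 lines had little power for small changes. In simulated counts it called 0 of 50 genes changed by 0.585 on the log2 scale and 5 of 50 changed by 1. A missing call is therefore no evidence against the paper's result for genes with changes of that size.

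Fig. 2A and 2B place the TNF-α signaling via NF-κB set toward the *Nf1*/*Cdkn2a* dKO, while the list of 24 such genes tested here, another list, had a median log2 fold change of −0.44 (8 higher and 16 lower, adjusted p = 0.353 from camera) and was lower in every alternative run. Fig. 2C ranks *Nqo1* above *Pdlim1* and *Sod1* lowest, and here *Pdlim1* (1.77) was above *Nqo1* (1.74) and *Glrx2* (0.631) was lowest. On the raw total, chosen after seeing the values, *Nqo1* was at 1.62, *Pdlim1* at 1.59 and *Sod1* lowest at 0.433.

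In figs. S2B, S3B and S6D the *Nf1*/*Cdkn2a* bars of *Hk1*, *Gpi1*, *Eno1*, *Suclg2*, *Fh1*, *Mdh1* and *Cul3* lie below those of the *Nf1*/*p53* dKO, without an adjusted p, and here their means relative to it were 1.08, 1.05, 1.08, 1.04, 1.02, 1.04 and 1.05. On the raw total, chosen after seeing the values, they were 0.976, 0.960, 0.982, 0.949, 0.937, 0.942 and 0.967.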

Other observations

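The 6 lines can be split into 3 and 3 in 10 ways, so the share of splits with a result as large is never under 0.1 and chance cannot be told apart from the genotype by this count alone. With the 6 lines, 1 of the 10 splits, the one by genotype, gave as many called genes, while the 9 others gave 0 each (280 to 620 at an unadjusted p under 0.05). With the 18 cultures as separate samples, again 1 of 10 gave as many, and the 9 others had a median of 1137 called genes. In each of the 9 others both sides hold lines of both genotypes, so an effect of genotype would widen the spread within a side. Their counts are therefore no baseline without such an effect, for which edgeR called 2193 of 13136 simulated genes on the 18 cultures. A camera p as small as that of the genotype came from 1 of the 10 splits for p53 targets and for the genes of Fig. 2C, which decides nothing for the latter because they were chosen on these libraries, from 2 for NRF2 targets, PPP genes and interferon-stimulated genes, from 3 for E2F targets, from 6 for G_2_M genes and for the genes induced through TNF-α and NF-κB, and from all 10 for oxidative phosphorylation genes.

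A copy number change could raise single genes together with their neighbors. The median log2 fold change of the other genes within 5 Mb was 0.047 for *Nfe2l2* (69 genes, 95% interval −0.087 to 0.13, itself 0.87), 0.13 for *Taldo1* (102 genes, −0.0075 to 0.25, itself 1.05) and 0.25 for *Idh1* (34 genes, 0.10 to 0.46, itself 1.35). These argue against a change of the whole region as the cause of the full difference in each gene. A smaller contribution to *Idh1* and to *Taldo1* stays open, since the intervals of their neighbors lie above the −0.023 of all genes.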
